# Transcriptional Profiles of Skeletal Muscle Associated With Increasing Severity of White Striping in Commercial Broilers

**DOI:** 10.3389/fphys.2020.00580

**Published:** 2020-06-16

**Authors:** Yuwares Malila, Tanaporn Uengwetwanit, Sopacha Arayamethakorn, Yanee Srimarut, Krittaporn V. Thanatsang, Francesca Soglia, Gale M. Strasburg, Wanilada Rungrassamee, Wonnop Visessanguan

**Keywords:** white striping, commercial broiler, gene expression profile, microarray, myopathy

## Abstract

Development of the white striping (WS) abnormality adversely impacts overall quality of broiler breast meat. Its etiology remains unclear. This study aimed at exploring transcriptional profiles of broiler skeletal muscles exhibiting different WS severity to elucidate molecular mechanisms underlying the development and progression of WS. Total RNA was isolated from pectoralis major of male 7-week-old Ross 308 broilers. The samples were classified as mild (*n* = 6), moderate (*n* = 6), or severe (*n* = 4), based on number and thickness of the white striations on the meat surface. The transcriptome was profiled using a chicken gene expression microarray with one-color hybridization technique. Gene expression patterns of each WS severity level were compared against each other; hence, there were three comparisons: moderate vs. mild (C1), severe vs. moderate (C2), and severe vs. mild (C3). Differentially expressed genes (DEGs) were identified using the combined criteria of false discovery rate ≤ 0.05 and absolute fold change ≥1.2. Differential expression of 91, 136, and 294 transcripts were identified in C1, C2, and C3, respectively. There were no DEGs in common among the three comparisons. Based on pathway analysis, the enriched pathways of C1 were related with impaired homeostasis of macronutrients and small biochemical molecules with disrupted Ca^2+^-related pathways. Decreased abundance of the period circadian regulator suggested the shifted circadian phase when moderate WS developed. The enriched pathways uniquely obtained in C2 were RNA degradation, Ras signaling, cellular senescence, axon guidance, and salivary secretion. The DEGs identified in those pathways might play crucial roles in regulating cellular ion balances and cell-cycle arrest. In C3, the pathways responsible for phosphatidylinositol 3-kinase-Akt signaling, p53 activation, apoptosis, and hypoxia-induced processes were modified. Additionally, pathways associated with a variety of diseases with the DEGs involved in regulation of [Ca^2+^], collagen formation, microtubule-based motor, and immune response were identified. Eight pathways were common to all three comparisons (i.e., calcium signaling, Ras-associated protein 1 signaling, ubiquitin-mediated proteolysis, vascular smooth muscle contraction, oxytocin signaling, and pathway in cancer). The current findings support the role of intracellular ion imbalance, particularly Ca^2+^, oxidative stress, and impaired programmed cell death on WS progression.

## Introduction

White striping (WS) abnormality, as depicted by the appearance of white lines running parallel to muscle fibers on the surface of chicken breast meat, has become of great concern in the poultry industries. Based on their aberrant visual characteristics, the breasts with severe WS condition have reduced appeal to consumers and are downgraded for use as processed meat products, thus resulting in significant economic losses for the poultry industry (Kuttappan et al., 2012, 2016; Petracci et al., 2014). The WS breasts consistently exhibit technological challenges, particularly inferior water holding capacity (Kuttappan et al., 2013; Petracci et al., 2013). The nutritional profile of the WS meat is shifted toward higher fat and lower protein proportions compared to non-WS chicken breasts (Petracci et al., 2014; Zambonelli et al., 2016; Malila et al., 2018).

The specific etiology of the WS abnormality is still under investigation. In order to elucidate the molecular mechanisms underlying development of WS myopathy, Zambonelli et al. (2016) compared the gene expression patterns of pectoralis major muscle from Ross 708 broiler hybrids exhibiting severe WS together with wooden breast (WB) against those without any macroscopic lesions. The differentially expressed genes (DEGs) identified were associated with muscle development, inflammation, polysaccharide metabolism, and calcium signaling. It is worth noting that, in the study of Zambonelli et al. (2016), the abnormal group was affected with both WS and WB conditions. Therefore, the biological pathways directly related with WS development alone could be diluted by the strong effect of WB myopathy and might not be clearly shown in the results. Transcriptome profiles of severe WS (white line thickness >1 mm) in pectoralis major collected from 42-day-old Cobb 500 broilers showed significant increases in transcripts involved in the activation of hypoxia, immune responses, and angiogenesis compared with that of nondefective samples (Marchesi et al., 2019). Dysregulated metabolic processes were also identified at the metabolomic level (Boerboom et al., 2018) with opposite directionalities of some intermediates of tricarboxylic acid cycle as well as incomplete breakdown products of protein catabolism. Recently, using droplet digital polymerase chain reaction (ddPCR), an increased absolute transcript abundance of hypoxia-inducible factor 1 alpha (*HIF1A*) along with differential expression of *HIF1A*-related genes were identified in pectoralis major of the WS- and WS+WB-affected Ross 308 broilers (Malila et al., 2019). So far, the growing evidence is pointing toward oxidative stress as a primary contributor to development of WS muscle.

While the previous studies focused on exploring different transcriptomic or metabolomic profiles of severe WS in respect to nondefective muscles, the molecular aspects underlying the progression in severity of WS lesion still remain unclear. The objective of this study was to examine differences in transcriptome profiles and define molecular mechanisms associated with elevating WS severity in pectoralis major collected from 7-week-old male commercial Ross 308 broilers. Our findings regarding the progression of the WS myopathy at molecular level provides complementary information to existing studies concerning the development of WS in commercial broilers. The current findings could lay foundation in the development of an intervention to prevent or delay the progression of WS abnormality.

## Materials and Methods

### Samples and Sample Collection

All breast samples were collected within 20 min postmortem from 83 broiler carcasses (7-week-old male Ross 308), raised at a facility of a local poultry meat producer and processed in the industrial processing plant under the routine Halal standard practice. One side of each breast was immediately dissected, snap-frozen, and kept in liquid nitrogen during transportation back to the laboratory (Pathum Thani, Thailand). The muscle samples were stored at -80°C until total RNA isolation. The other side of the breast was dissected, placed in a plastic bag, kept on ice during transportation, and stored at 4°C until use.

In this study, all samples were purchased in the form of whole carcasses from the commercial processing plant. Neither experimental treatments or scientific procedures were subjected to the living animals. Thereby, according to BIOTEC Institutional Animal Care and Use Committee, the ethical approval was not required.

### White Striping Defect Classification

The WS abnormality and its severity were inspected using the criteria previously described (Malila et al., 2018). Three WS severity levels (Figure 1), including “mild WS” (1–40 white lines with the thickness of ≤0.5 mm), “moderate WS” [more than 40 white lines or 1–5 line(s) with the thickness of 1–1.9 mm], and “severe WS” (more than 5 lines with the thickness of 1–1.9 mm thickness or at least 1 white line with thickness >2 mm), were observed among the samples. The samples showing other abnormalities, e.g., WB, were excluded from this experiment in order to avoid any confounding interpretations from such myopathies. Accordingly, 29 mild, 38 moderate, and 4 severe WS samples were available for this study. Six biological replicates were randomly selected from “mild” and “moderate” groups. For “severe” samples, all four samples were used. Although our study was initially designed to include the analysis of non-WS samples, there were no nondefective samples (without any macroscopic trait associated with the development of WS) found among our total of 83 samples of the 7-week-old broilers collected for this trail. This phenomenon emphasized the high prevalence of WS abnormality in 7-week-old commercial broilers.

**FIGURE 1:**
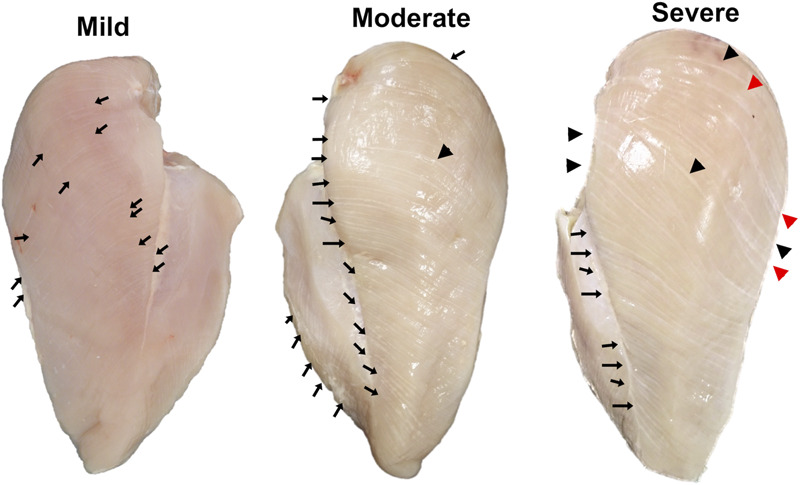
Classification of white striping (WS) abnormality by degree of severity. Mild, 1–40 white lines with the thickness of ≤0.5 mm; moderate, more than 40 white lines or 1–5 line(s) with the thickness of 1–1.9 mm; and severe, more than 5 lines with the thickness of 1–1.9 mm thickness or at least 1 white line with thickness >2 mm. Black arrows, black triangles, and red triangles indicate white lines with thickness <1.0 mm, 1.0–1.9 mm, and ≥2.0 mm, respectively.

### Total RNA Isolation

Total RNA was isolated using TRIzol^TM^ Reagent (Invitrogen), subsequently treated with DNase I (Thermo Scientific, Inc.), and repurified using GeneJET RNA Cleanup and Concentration Micro Kit (Thermo Scientific, Inc.). The samples with an RNA integrity number exceeding 7.0 were analyzed by microarray hybridization at Molecular Genomics Pte. Ltd. (Singapore) and quantitative real-time polymerase chain reaction (qPCR).

### Microarray Platform and Experimental Design

The Agilent SurePrint G3 Custom GE 8 × 60K chicken gene expression microarray (Agilent Technologies, Inc.) used in this study was designed based on the National Center for Biotechnology Information (NCBI) *Gallus gallus* Annotation Release 103. The detailed information of the array is available at NCBI Gene Expression Omnibus (GEO) with the platform accession GPL24307.

To determine differential gene expression associated with WS severity, expression patterns obtained among the WS levels were compared against one another (Figure 2A). Overall, 16 arrays were hybridized in order to accomplish three comparisons (C1, moderate against mild; C2, severe against moderate; C3, severe against mild).

**FIGURE 2:**
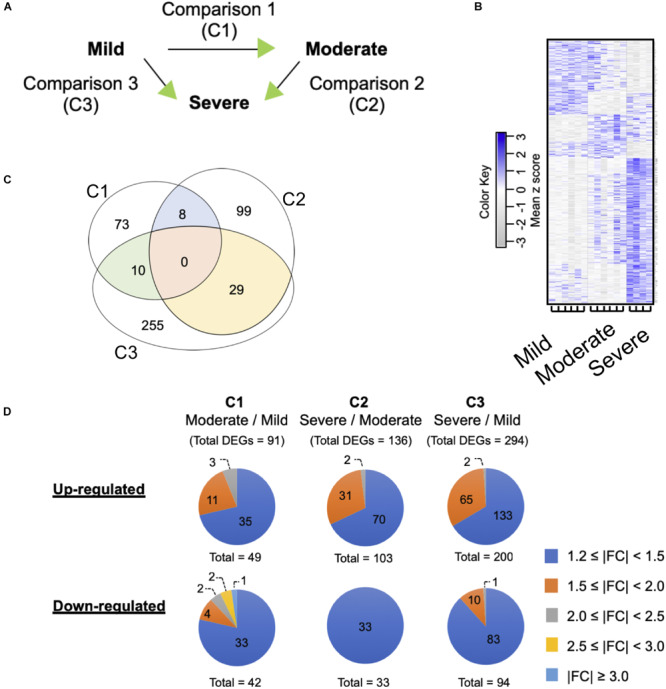
Differential gene expression associated with white striping (WS) severity. **(A)** Microarray experimental design. The green arrow heads indicate that the particular WS severity level was the numerator in such comparison. **(B)** Heatmap gene cluster classification for mild (*n* = 6), moderate (*n* = 6), and severe (*n* = 4) WS samples. The expression of each gene is presented in the rows. **(C)** Venn diagram depicts number of differentially expressed genes (DEGs) obtained from each comparison. The criteria used in identification of DEGs is a combination between false discovery rate ≤0.2 and absolute fold change (|FC|) ≥ 1.2. **(D)** Numbers of up- and downregulated DEGs clustered based on |FC|.

### Microarray Hybridizations

Total RNA was labeled using one-color low-input Quick Amp labeling kit (Agilent) following the company’s instruction. In brief, 100 ng total RNA was reverse transcribed into double-stranded complementary DNA (cDNA) by priming with oligo(dT) primer. The synthesized cDNA was subjected to an *in vitro* transcription using T7 RNA polymerases to produce cyanine 3-CTP-labeled complementary RNA (cRNA). After purification, 600 ng of the purified cRNA was hybridized onto the Agilent SurePrint array at 65°C for 17 h. The array was washed, gently blotted dry, and scanned using an Agilent High-Resolution Microarray Scanner (C Model, Agilent). The TIFF image was saved and analyzed using Agilent Feature Extraction Software version V10.7.1.1 (Agilent).

### Microarray Data Analysis and Gene Annotation

Raw microarray signal values were generated by Agilent Feature Extraction Software version V10.7.1.1 (Agilent). Feature extraction and probe quality control were processed using GeneSpring software. The data were further analyzed in R version 3.4.0. The signal values of probes deemed to be suspicious or faulty were quarantined using flags and expression values. Flags were categorical indicators including “detected,” “compromised,” and “not detected” from the scanner. Probes that were flagged as “not detected” and “compromised” were assigned to not available values (NA). Raw signal intensities of probes below 20 for that microarray were assigned as NA values. Probes with missing intensity data were discarded. The filtered raw data were normalized in R using quantile normalization (Bolstad, 2017) and using combat normalization afterward (Müller et al., 2016; Leek et al., 2017). Log_2_ transformation was applied to normalized data for statistical analysis. Statistically significant difference of each transcript between two treatments was identified by analysis of independent two-group *t* test. The DEGs were identified using combined criteria of false discovery rate (FDR) ≤ 0.05 and absolute fold change (|FC|) ≥ 1.2. Positive and negative FC values represent increased or decreased expression of a particular gene in the samples exhibiting a greater severity level relative to its counterparts. All microarray data have been submitted to the NCBI GEO repository with GEO accession number GSE107362.

### Confirmation of Differential Gene Expression

Twenty-one genes, resulting in a total of 63 comparison counterparts, were chosen for confirming the microarray data. 

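On the arrays, the 21 genes of the qPCR set gave 63 fold changes, 1 per gene and comparison. They were estimated by limma from the quantile-normalized signal intensities on the log2 scale, with the slide as a factor, first over 16 arrays (6 mild, 6 moderate and 4 severe WS) that match the birds of the paper and then over all 17 arrays with a WS level, which include 1 more mild bird. An array alone on its slide is absorbed by the slide factor, so that the fold changes rest on 5 mild, 5 moderate and 4 severe birds over the 16 arrays (without mild WS replicate 7 and moderate WS replicate 5) and on 6, 6 and 4 over all 17 (without mild WS replicate 7), while group means include every array. Over the 16 arrays, 17 of the 63 fold changes were at least 1.2 in the direction of an increase and 13 in the direction of a decrease, and 33 were smaller. All 17 arrays gave 17, 14 and 32. Each of the 21 genes was detected on every array. None of the 63 had an FDR of 0.05 or less (limma, smallest adjusted p = 0.337 over the 16 arrays and 0.313 over all 17). The count of increases moved most with the background correction, to 6 when the background was removed by the normexp method with an offset of 50.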

Of the 63 comparison counterparts, 11 and 18 showed decreased and increased expressions, respectively, with |FC| ≥ 1.2, whereas the rest of the genes exhibited |FC| < 1.2. Primers (Supplementary Table S1) were designed using Primer-BLAST^1^.

Changes in expression patterns of the selected genes observed in the current microarray analysis were confirmed using qPCR (Malila et al., 2015). Threshold cycle (Ct) was analyzed using BioRad CFX Manager 2.1 software (BioRad). Hypoxanthine-guanine phosphoribosyltransferase (*HPRT*) was chosen as the reference gene due to its unchanged expression across WS groups. Relative messenger RNA (mRNA) abundance of each gene in the sample group relative to its designated counterparts was calculated based on 2^–ΔΔ*Ct*^ method (Livak and Schmittgen, 2001). To determine statistical difference between two treatments, ΔCt was used in calculation using Student’s *t* test. The significance was set at *p* value of 0.05. All relative abundances obtained from qPCR were plotted against log_2_FC analyzed from microarrays.

### Biological Function and Pathway Analysis of Differentially Expressed Genes

All DEGs of each comparison were grouped into known networks and pathways using Ingenuity Pathway Analysis^®^ (IPA) (trial version, Qiagen) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway (Kanehisa et al., 2012). Mapping takes the identifiers from the DEGs and compares them to the database. In IPA, the selected DEGs were mapped to the Ingenuity Knowledge Base database and were then ranked by score, which is calculated based on the hypergeometric distribution and Fisher’s exact test. The significance was set at a *p* value of 0.05. The enrichment of genes based on KEGG pathways was the number that has highest number of genes mapped on the pathway.

## Results

### Differentially Expressed Genes Associated With Increasing WS Severity

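Each array carried cyanine 3-labeled RNA of the pectoralis major of a single bird. The custom chicken array has 62976 spots, of which 61657 are not controls, and these make up 56401 probes; 755 of the probes have more than 1 spot. Of the arrays used here, 17 carry a WS level, with 7 mild, 6 moderate and 4 severe WS birds. Severe WS birds were hybridized only on slides 1 and 2, whereas mild WS birds were spread over 5 slides and moderate WS birds over 4. The paper counts 6 mild WS birds. When 1 mild WS array at a time was left out, the SDs across the transcripts of Table S2 correlated with the SDs printed in that table at r = 0.998 in C1 and r = 0.998 in C3 without mild WS replicate 5, and at 0.943 to 0.976 without any other. These are correlations across transcripts, which are not independent replicates. Values are therefore given first over the 16 arrays without mild WS replicate 5 and then over all 17, and the value of mild WS replicate 5 is given where its group is described.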

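The authors quantified the scanned arrays with Feature Extraction version 10.7.1.1, whose processed signal is the background-subtracted intensity of a spot. The median processed signal per array lay between 93.6 and 191 in mild WS, between 91.3 and 217 in moderate WS and between 66.4 and 102 in severe WS. Between 69.8% and 74.1% of spots in mild WS, 69.8% and 75.8% in moderate WS and 66.2% and 71.3% in severe WS were well above background. No spot was saturated. The number of arrays limits the precision of each value.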

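Probes were kept when they were well above background, free of quality flags and at a processed signal of 20 or more on every array, which left 33364 probes over the 16 arrays and 33336 over all 17. The signals were quantile normalized and log2 transformed, and the groups were compared with limma, with the slide as a factor. A DEG needed an FDR of 0.05 or less and a |FC| of 1.2 or more. Positive log2 fold changes stand for greater abundance at the greater severity. For named genes, each array of the greater severity was also set against the mean of the arrays of the lesser severity on its own slide, over all 17 arrays. Within these slides the position of an array changes together with severity, so neither the slide factor nor these counts remove the position. In simulated data over all 17 arrays, 200 probes were changed by a set factor. A 2-fold change was called for 75% of these probes in C1, 63% in C2 and 57.5% in C3, and a 4-fold change for 98.5%, 97% and 98%. At a factor of 1.5 the shares were 13.5%, 0% and 0%, and at 1.2 none of the 200 probes was called in any of the comparisons.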

The current microarray analysis revealed 91, 136, and 294 differentially expressed genes in C1, C2, and C3 comparisons, respectively (Figures 2B,C). The complete DEGs lists for each comparison are available in Supplementary Table S2. 

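Of the probes tested with limma, 0 were DEGs in C1, 0 in C2 and 0 in C3, over the 16 arrays and also over all 17. The smallest adjusted p from limma was 0.354 in C1, 0.580 in C2 and 0.310 in C3 over the 16 arrays, and 0.0886, 0.413 and 0.355 over all 17. At the FDR of 0.2 given in the legend of Figure 2, 0 probes passed in each comparison over the 16 arrays, and 4, 0 and 0 passed over all 17. With each of the 17 arrays left out in turn, 273 probes passed at this FDR in C3 without mild WS replicate 3. Without any other array, at most 1 passed in C3. Without adjustment, 1780 probes in C1, 2422 in C2 and 3281 in C3 had a p of 0.05 or less and a |FC| of 1.2 or more over the 16 arrays, against 2647, 2704 and 3160 over all 17. By the unadjusted p alone the numbers over the 16 arrays were 1962, 2524 and 3415, where 1668 are expected among 33364 unchanged probes. Probes are not independent, so an excess over this number is not evidence of a change by itself. Over all 17 arrays, at the unadjusted p with the |FC| criterion, arrays were also regrouped within slides. As many probes as in the real grouping passed in 14 of 100 groupings for C1, 2 of 36 for C2 and 3 of 36 for C3. The counts moved most when ComBat removed the slides with the severity groups kept, before a test per probe. The methods of the paper give ComBat, log2 transformation and a test per probe, in this order, and the text names no batch for ComBat. In this order, with the slide as batch and the severity groups kept in its model, 151, 2 and 92 probes passed with the FDR. With ComBat after the log2 transformation 192, 1 and 49 passed, and 3957, 3982 and 4644 with the unadjusted p. At the FDR of 0.2 these 2 orders gave 2858, 1756 and 3300 and 3117, 1791 and 3709, and 659, 29 and 566 passed with ComBat on log2 values without the severity groups. These runs used all WS arrays but mild WS replicate 7, which is alone on its slide, and thus neither of the sets above. Without the severity groups, 30, 0 and 1 passed at the FDR of 0.05. On the values normalized by the authors, over the 16 arrays, the same test gave 0, 0 and 0 at either FDR. With severity relabeled within slides and kept in ComBat on log2 values, 59 of 100 relabelings gave at least 1 call in C1. The highest count was 2748, so such calls can arise without a difference in severity.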

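The transcripts of Table S2 were followed one by one. Of the 91, 136 and 294 transcripts, 87, 129 and 285 were detected on each of the 16 arrays. All 91, all 136 and all 294 had a log2 fold change of the sign given in the table, over the 16 arrays and over all 17. None was a DEG when adjusted over all probes tested with limma. Adjusted over the list alone, 70 transcripts in C1, 125 in C2 and 269 in C3 reached an FDR of 0.05 over the 16 arrays, and 72, 125 and 250 over all 17. The study chose these lists on the same birds, so the counts over the list alone are not independent evidence.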

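With 0 DEGs in each comparison by limma, 0 were common to C1, C2 and C3. At an unadjusted p of 0.05 or less and a |FC| of 1.2 or more, 20 probes passed in all 3 comparisons over the 16 arrays, 1.12% of those that passed in C1. There were 28 such probes, or 1.06%, over all 17 arrays. The 3 comparisons share their arrays, and simulated arrays without any change between groups gave 0.769% for the 16 arrays and 0.911% for all 17.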

No unique genes were common to all three comparisons. However, C1 shared 8 and 10 DEGs with C2 and C3, respectively; for C2 and C3, there were 29 common DEGs (Supplementary Table S3). 

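By limma, 0 DEGs were shared between any pair of comparisons. At the unadjusted threshold, 386 probes over the 16 arrays passed in both C1 and C2, 499 in both C1 and C3 and 1073 in both C2 and C3. They made up 21.7% of the C1 probes, 28.0% of the C1 probes and 44.3% of the C2 probes at that threshold. Simulated arrays without a change gave 21.2%, 20.7% and 27.8%, since each pair of comparisons has a group in common. Over all 17 arrays the shared probes numbered 497, 622 and 1057, which is 18.8%, 23.5% and 39.1%, against 19.3%, 19.4% and 31.6% in the simulations.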

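Among the transcripts of Table S2, |FC| lay between 1.2 and 1.5 for 69.2% in C1, 67.6% in C2 and 67.0% in C3 over the 16 arrays. With mild WS replicate 5 included, the shares were 69.2%, 61.03% and 67.3%. By the fold changes that Table S2 itself prints, the paper's shares are 74.7%, 69.1% and 73.1%. Of the 33 transcripts that Table S2 lists as decreased in C2, 11 had a |FC| of 1.5 or more over the 16 arrays and 11 over all 17, against 9 by the paper's own fold changes.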

Approximately 75% of the DEGs in all comparisons showed |FC| ranging between 1.2 and 1.5 (Figure 2D), except for the C2 of which all 33 downregulated DEGs fell within such |FC| range. 

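At the unadjusted threshold of limma, 797 probes were higher and 983 lower in C1, 1433 were higher and 989 lower in C2, and 1987 were higher and 1294 lower in C3 over the 16 arrays. The corresponding numbers over all 17 were 1186 and 1461, 1582 and 1122, and 1791 and 1369. The transcripts of Table S2 divide into 49 higher and 42 lower in C1, 103 and 33 in C2, and 199 and 95 in C3, and each kept its sign in both sets of arrays.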

Numbers of the up- and downregulated transcripts were comparable within each comparison. 

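*C1ORF95* (XM_015283636.1) had a normalized intensity of 231 ± 118 (SD, n = 6) in moderate WS and 100.1 ± 35.1 (SD, n = 6) in mild WS, with 124 in mild WS replicate 5. For *C1ORF95*, the log2 fold change in C1 was 1.08 (SE 0.25, adjusted p = 0.844) over the 16 arrays and 1.15 (SE 0.22, adjusted p = 0.313) over all 17, and it was higher than the mean of the mild WS arrays on the same slide in 6 of 6 moderate WS arrays. For LOC107057290 (XM_015302318.1), normalized intensities were 539.6 ± 201 (SD, n = 6) in moderate WS and 1868 ± 1365 (SD, n = 6) in mild WS, with 451 in mild WS replicate 5. LOC107057290 changed in C1 by a log2 fold change of −1.452 (SE 0.66, adjusted p = 0.845) over the 16 arrays and −1.08 (SE 0.62, adjusted p = 0.627) over all 17. It was lower than the mean of the mild WS arrays on the same slide in 5 of 6 moderate WS arrays. With each of the 17 arrays left out in turn, the C1 log2 fold change of LOC107057290 stayed between −1.4597 (without moderate WS replicate 5) and −0.78 (without mild WS replicate 2).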

The most up- and downregulated genes in C1 were chromosome 3 open reading frame (*C1ORF95*, FC = 2.2) and nucleolin-like (LOC107057290, FC = -3.3), respectively. 

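In C2, *MTIF2* (XM_015283310.1) had a log2 fold change of 1.34 (SE 0.35, adjusted p = 0.580) over the 16 arrays and 1.325 (SE 0.33, adjusted p = 0.488) over all 17. Normalized *MTIF2* intensities were 190.3 ± 46.4 (SD, n = 4) in severe WS and 84.5 ± 31.5 (SD, n = 6) in moderate WS, and 4 of 4 severe WS arrays were higher than the moderate WS mean of their slide. The other *MTIF2* transcripts on the array, NM_001199424.1 and XM_015283309.1, changed in C2 by log2 fold changes of 0.11 and 0.17. *PAN3* (XM_015278729.1) had a normalized intensity of 827 ± 54.8 (SD, n = 4) in severe WS and 38620.3 ± 92341 (SD, n = 6) in moderate WS. Moderate WS replicate 4 stood at 227111 and the other moderate WS arrays between 880.3 and 1048. The log2 fold change of *PAN3* in C2 was −1.96 (SE 1.31, adjusted p = 0.751) over the 16 arrays and −1.83 (SE 1.25, adjusted p = 0.721) over all 17, and −0.20 when moderate WS replicate 4 was left out of the 17. *PAN3* was lower than the mean of the moderate WS arrays on the same slide in 4 of 4 severe WS arrays.

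**Figure D1:**
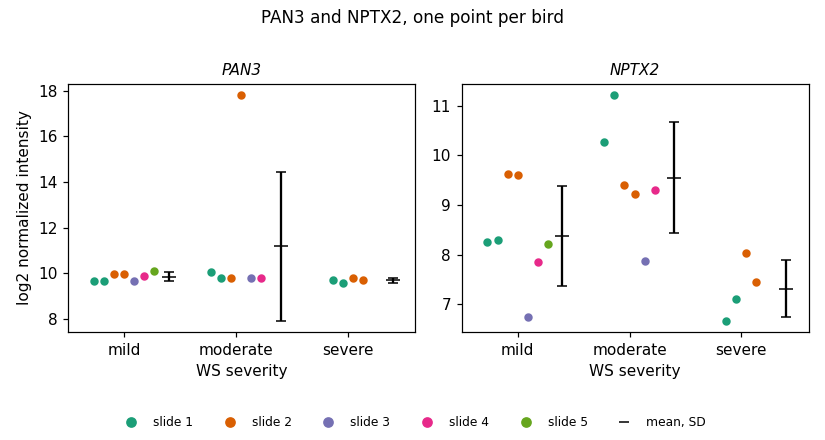
Normalized signal intensity of *PAN3* and *NPTX2* on a log2 axis for each bird with mild, moderate or severe WS, with points colored by slide and bars for the group mean and SD. For *PAN3*, moderate WS replicate 4 stands far above the other moderate WS arrays at 880.3 to 1048.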

Mitochondrial translational factor 2 (*MTIF2*, FC = 2.3) and poly(A)-specific ribonuclease regulatory subunit (*PAN3*, FC = -9.6) were the most changed DEGs in C2. 

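Intensities of LOC107051030 (XM_015274724.1) averaged 112 ± 46.5 (SD, n = 4) in severe WS and 41.0 ± 14.6 (SD, n = 6) in mild WS, with 35.7 in mild WS replicate 5. This gave LOC107051030 a log2 fold change in C3 of 1.06 (SE 0.28, adjusted p = 0.310) over the 16 arrays and 1.03 (SE 0.27, adjusted p = 0.355) over all 17, with higher values than the mild WS mean of the slide in 4 of 4 severe WS arrays. Its mean normalized intensity over the arrays of slides 1 and 2 was 77.4 and over those of slides 3 to 5 28.0, while all severe WS arrays are on slides 1 and 2. For *NPTX2* (XM_414750.5), normalized intensities were 169 ± 68.8 (SD, n = 4) in severe WS and 454 ± 259 (SD, n = 6) in mild WS, with 107.4 in mild WS replicate 5. *NPTX2* changed in C3 by a log2 fold change of −1.59 (SE 0.46, adjusted p = 0.342) over the 16 arrays and −1.60 (SE 0.44, adjusted p = 0.370) over all 17. It was lower than the mean of the mild WS arrays on the same slide in 4 of 4 severe WS arrays.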

For C3, general transcription factor IIF subunit 1-like (LOC107051030, FC = 2.1) and neuronal pentraxin 2 (*NPTX2*, FC = -2.5) were the DEGs showing the largest changes.

The changes in gene expression patterns from the present microarray data were further validated using qPCR (Figure 3). Of the 63 comparison counterparts, the changes in expression of 45 counterparts accounted for 71% of the qPCR data, exhibiting similar trends as that acquired from the microarray platform. As expected, the |FC| values obtained from qPCR of some genes were greater than those reported in microarray analysis. This is due mainly to better sensitivity of qPCR over microarray (Camarillo et al., 2011).

**FIGURE 3:**
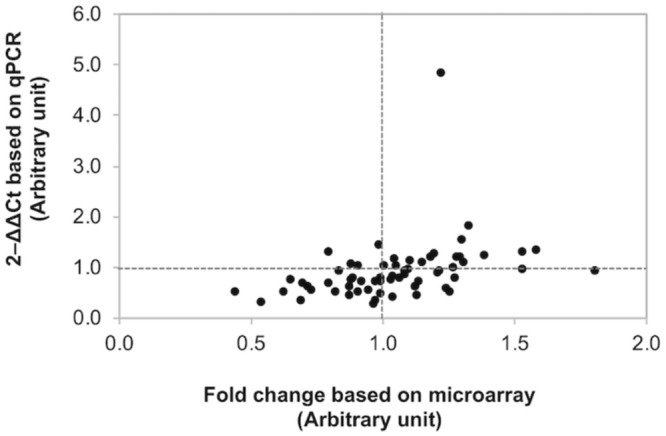
Confirmation of differential gene expression. Scatter plot illustrates the fold changes of 21 selected genes determined by microarray and quantitative real-time PCR (qPCR). Of the 63 comparisons, 45 counterparts (accounted for 71.4%) show comparable results between microarray and qPCR.

### Functional and Pathway Analysis

In order to review the enriched biological functions, the DEGs were analyzed using a trial version of IPA. Based on the IPA knowledge base, 50 (55%), 89 (65%), and 191 (65%) DEGs of C1, C2, and C3, respectively, were recognized and mapped into the respective canonical pathways. Considering the top altered physiological functions (Table 1), the increment of WS severity from mild to moderate (C1) and from moderate to severe (C2) similarly impacted organ morphology and development as well as nervous system function. On the other hand, in C3, the large abundance of DEGs involved cardiovascular system and connective tissue. For cellular functions (Table 2), cell-to-cell signaling and interaction was the overlapping category among the three comparisons. The increasing WS severity from mild to moderate (C1) mainly affected amino acid, carbohydrate, and lipid metabolisms. Although the altered cellular functions in C2 were somewhat similar with those in C1, the DEGs involved in cellular morphology and cellular assembly and organization were also enriched. As for C3, the large enrichment of DEGs was related with cellular compromise and the changes in cellular growth, proliferation, and cell cycle. All DEGs in the top altered cellular functions are listed in Supplementary Table S3.

**TABLE 1:** The altered physiological functions associated with increasing white striping severity.

**Physiological functions**	***P* value range**		**#molecules**
**C1 (Moderate/Mild)**			
Organ morphology	4.59E-02	9.12E-04	6
Visual system development and function	9.12E-04	9.12E-04	2
Nervous system development and function	4.39E-02	2.13E-03	6
Organismal development	3.15E-02	2.13E-03	7
Skeletal and muscular system development and function	5.00E-02	2.13E-03	4
**C2 (Severe/Moderate)**			
Nervous system development and function	3.84E-02	2.97E-04	13
Tissue morphology	3.49E-02	2.97E-04	17
Cardiovascular system development and function	3.74E-02	2.30E-03	6
Organ morphology	3.84E-02	2.30E-03	14
Organismal development	3.84E-02	2.30E-03	19
**C3 (Severe/Mild)**			
Cardiovascular system development and function	1.68E-02	7.09E-05	18
Organismal development	1.68E-02	7.09E-05	30
Tissue morphology	1.68E-02	7.09E-05	32
Nervous system development and function	1.68E-02	2.90E-04	29
Connective tissue development and function	1.68E-02	4.21E-04	10

**TABLE 2:** The altered cellular functions associated with increasing white striping severity.

**Cellular functions**	***P* value range**		**#molecule**
**C1 (Moderate/Mild)**			
Amino acid metabolism	3.77E-02	1.20E-03	3
Small molecule biochemistry	5.00E-02	1.20E-03	13
Carbohydrate metabolism	5.00E-02	1.40E-03	5
Lipid metabolism	4.59E-02	1.40E-03	3
Cell-to-cell signaling and interaction	5.00E-02	2.13E-03	6
**C2 (Severe/Moderate)**			
Cell morphology	3.91E-02	2.97E-04	18
Protein synthesis	3.84E-02	8.10E-04	6
Cell-to-cell signaling and interaction	3.46E-02	3.31E-03	11
Cellular assembly and organization	3.91E-02	3.31E-03	18
Carbohydrate metabolism	3.08E-02	3.90E-03	9
**C3 (Severe/Mild)**			
Cellular compromise	1.68E-02	4.21E-04	14
Cellular morphology	1.68E-02	5.19E-04	30
Cellular growth and proliferation	1.22E-02	6.20E-04	20
Cell-to-cell signaling and interaction	1.68E-02	8.58E-04	25
Cell cycle	1.68E-02	1.04E-03	13

To visualize the functional interactions among the DEGs, all DEGs of each comparison were subsequently submitted to KEGG pathway database. The top 30 enriched pathways annotated by KEGG are depicted in Figure 4. Among those enriched pathways, eight pathways, including metabolic pathways, calcium signaling (Figure 5), pathway in cancer (Figure 6), ubiquitin-mediated proteolysis (Supplementary Figure S1), RAP1 signaling (Supplementary Figure S2), adrenergic signaling in cardiomyocytes (Supplementary Figure S3), vascular smooth muscle contraction (Supplementary Figure S4), and oxytocin signaling (Supplementary Figure S5) are overlapped among all severity levels. The altered pathways uniquely defined for each comparison and the overlapping pathways are discussed in detail below.

**FIGURE 4:**
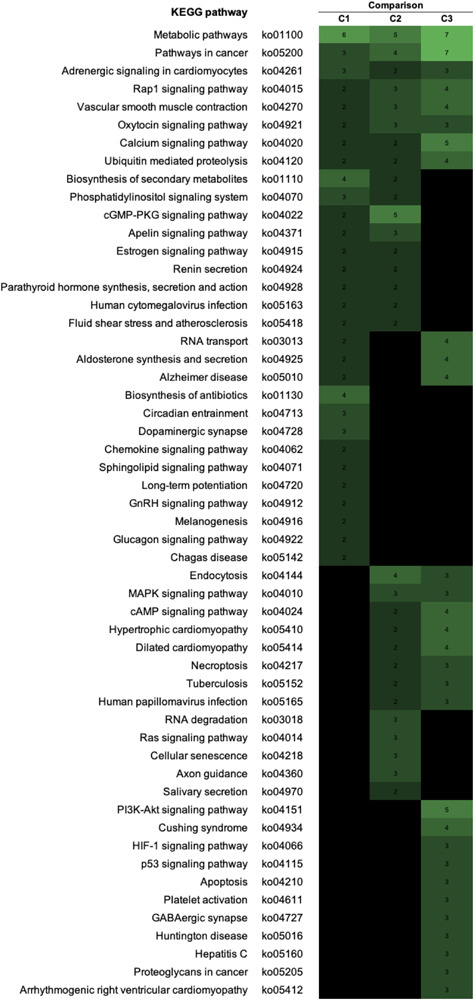
The enriched biological pathways associated with white striping (WS) severity. Heatmap depicts the 30 enriched altered Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways in each comparison. C1, moderate WS/mild WS; C2, severe WS/moderate WS; C3, severe WS/mild WS. The darker color indicated fewer numbers of differentially expressed genes mapped into the pathway.

**FIGURE 5:**
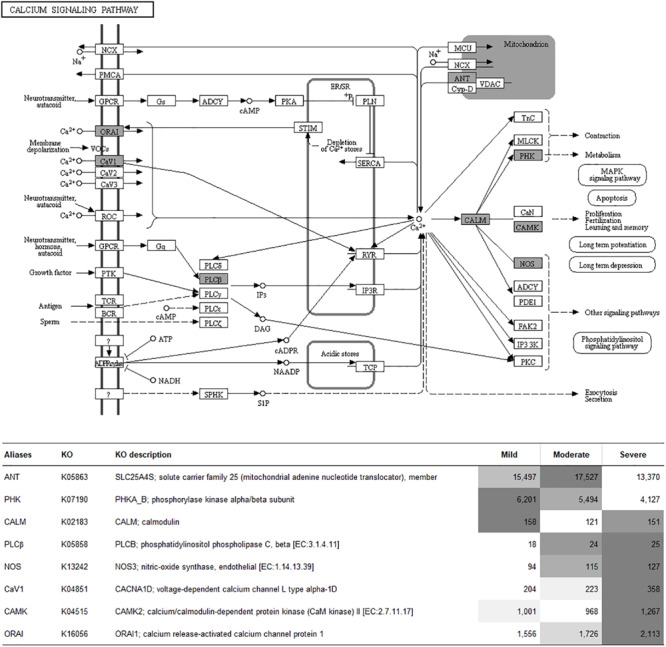
Calcium signaling pathway. The proteins highlighted in gray indicate the differential expression of their encoded genes in at least one comparison. The table indicates fluorescent signal intensity obtained from microarray analysis.

**FIGURE 6:**
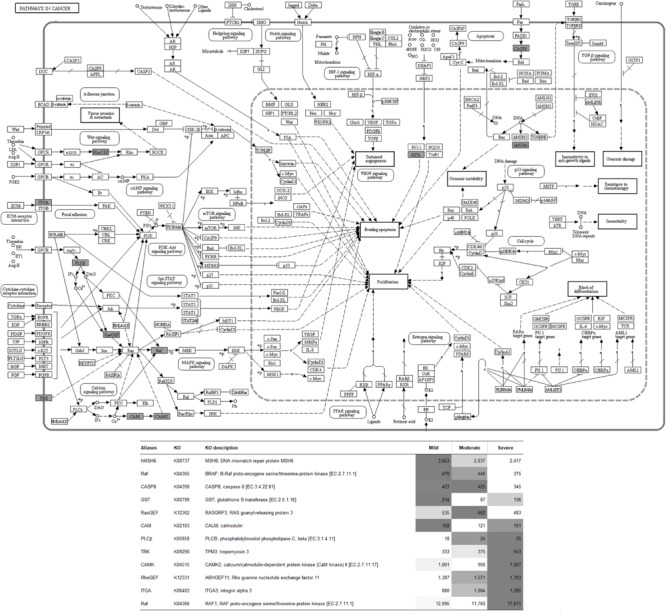
Pathway in cancer. The proteins highlighted in gray indicate the differential expression of their encoded genes in at least one comparison. The table indicates fluorescent signal intensity obtained from microarray analysis.

## Discussion

The severity of the WS abnormality varies among the meat depending on the age, the gender, and the size of the chickens as well as depending on their management, e.g., feeding regime. In our previous investigation (Malila et al., 2018), the incidence of the WS abnormality was as high as 98% of the samples with broad spectrum of severity. The majority of the abnormal meat samples were categorized as mild (55.7% of 183 collected broilers) which showed little to no effect on both nutritional and technological properties of the meat. In contrast, severe WS was detected at a small prevalence of 3.3% but significantly impact the quality of the resulting meat (Malila et al., 2018). Once downgraded and used for manufacturing processed meat products, the severe WS breasts, even in small proportions, might alter the quality and consistency of an entire batch of processed products (Petracci and Cavini, 2012). In this study, we profiled transcriptomes within the pectoralis major of 7-week-old broilers exhibiting three different WS levels (i.e., mild, moderate, and severe) with the aim of understanding how changes in the transcriptome are associated with increasing WS severity. Since we did not obtain any nondefective breast samples from our sampling sites, the experiment was modified to compare each pair of defective based on their WS severity (Figure 2A).

Regarding the shared DEGs between each comparison pair (Supplementary Table S3), the eight shared DEG responses between C1 and C2 exhibited comparable fold changes but in opposite directions. 

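All 8 transcripts that Table S3 lists for both C1 and C2 changed in opposite directions in the 2 comparisons, over the 16 arrays and over all 17. The median absolute log2 fold change was 0.47 in C1 and 0.41 in C2 over the 16 arrays, with ranges of 0.20 to 1.19 and 0.27 to 0.91. Over all 17 arrays the medians were 0.44 and 0.40. The 2 comparisons share the 6 moderate WS arrays.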

The results indicated that differential gene expression patterns were associated with the progression of the myopathic conditions from mild to moderate, followed by a return to non-significant levels similar to those of the mild samples when the WS severity increased from moderate to a severe degree. These expression patterns suggest the crucial roles of those DEGs in development of moderate WS as well as the potent metabolic switch when the myopathy progressed from moderate to severe level. Two out of the eight shared DEGs, the transcripts of dimethyladenosine transferase 1 (*DIMT1*) and zinc finger protein 251 (*LOC101750329*), are involved in RNA processing. The other two transcripts, the platelet-specific isoform of phosphofructokinase (*PFKP*) and phytanoyl-CoA dioxygenase domain-containing protein 1 (*LOC100858951*), play essential roles in carbohydrate and lipid metabolisms, respectively. The gene *CALM* encodes the Ca^2+^-binding protein calmodulin that mediates a wide range of cellular response to the changes in intracellular [Ca^2+^] (Hamilton et al., 2000). The relevant roles in maintenance of cellular structure of mitochondrial ribosome-associated GTPase 2 (*mtg2*) and spastin (*SPAST*) have been documented (Datta et al., 2005; Roll-Mecak and Vale, 2008). For eva-1 homolog B (*EVA1B*), although the specific function of this member of EVA1 family is still scarce, the roles of EVA1 in mediating muscle cell extensions were previously demonstrated in the nematode *Caenorhabditis elegans* (Chan et al., 2014).

Based on the fold changes of the 10 DEGs shared between C1 and C3, the expressions of those DEGs were altered when the WS severity progressed from mild to the other severity degrees. Among those 10 shared DEGs, increased expressions of prolyl 4-hydroxylase, transmembrane (*P4HTM*), and sperm autoantigenic protein 17 (*SPA17*) were of interest. 

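All 10 transcripts shared by C1 and C3 changed in the same direction in both, with median absolute log2 fold changes of 0.37 in C1 and 0.43 in C3 over the 16 arrays and 0.34 and 0.45 over all 17. *P4HTM* (XM_015293317.1) had a normalized intensity of 352 ± 94.6 (SD, n = 4) in severe WS, 369 ± 99.1 (SD, n = 6) in moderate WS and 229 ± 35.6 (SD, n = 6) in mild WS, with 644 in mild WS replicate 5, and that array stood apart from the other mild WS arrays, which lay between 191 and 284. In C1 its log2 fold change was 0.61 (SE 0.15, adjusted p = 0.844) over the 16 arrays and 0.46 (SE 0.16, adjusted p = 0.467) over all 17, and in C3 0.72 (SE 0.17, adjusted p = 0.310) over the 16 arrays and 0.65 (SE 0.19, adjusted p = 0.378) over all 17. *P4HTM* was higher than the mild WS mean of the same slide in 5 of 6 moderate WS arrays and in 4 of 4 severe WS arrays.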

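Intensities of *SPA17* (XM_001231468.4) averaged 953 ± 92.1 (SD, n = 4) in severe WS, 1226 ± 301 (SD, n = 6) in moderate WS and 878 ± 206 (SD, n = 6) in mild WS, with 1548 in mild WS replicate 5. *SPA17* changed by a log2 fold change of 0.45 (SE 0.14, adjusted p = 0.844) over the 16 arrays and 0.38 (SE 0.13, adjusted p = 0.467) over all 17 in C1, and of 0.32 (SE 0.15, adjusted p = 0.498) over the 16 arrays and 0.28 (SE 0.15, adjusted p = 0.557) over all 17 in C3. The mild WS mean of the slide was exceeded in 6 of 6 moderate WS arrays and in 4 of 4 severe WS arrays. Over all 17 arrays, where the mean of the 7 mild WS arrays was 974, the ratio of group means without regard to the slide gave *SPA17* a log2 fold change of −0.03 in C3. This sign needs mild WS replicate 5, as the mild WS mean was below the severe WS mean without it.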

The *P4HTM* encodes an endoplasmic reticulum-anchored prolyl 4-hydroxylase possessing a transmembrane domain. Unlike the other prolyl 4-hydroxylases that act on collagens, this specific isoform catalyzes hydroxylation of the critical prolines in HIF-1α but not in type I procollagen, suggesting the crucial participation of this isoform in adaptive response under reduced oxygen availability (Koivunen et al., 2007). Transcription of this gene was induced in human cell lines exposed to hypoxic condition (Koivunen et al., 2007), supporting the greater extent of hypoxia within the moderate and severe WS breasts in comparison to mild WS. As for *SPA17*, the potential pathogenic role of this transcript, but not the protein, in highly proliferating and neoplastic cells has been addressed (De Jong et al., 2002). The increased *SPA17* mRNA abundance in moderate and severe WS might reflect increased cell proliferation within those samples. 

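The 29 transcripts listed for both C2 and C3 all changed in the same direction in both comparisons. Their median absolute log2 fold change was 0.58 in C2 and 0.69 in C3 over the 16 arrays, and 0.63 and 0.64 over all 17. Both comparisons share the 4 severe WS arrays. For *NPTX2*, the normalized intensity in moderate WS was 959 ± 765 (SD, n = 6), and its log2 fold change in C2 was −2.75 (SE 0.46, adjusted p = 0.580) over the 16 arrays and −2.75 (SE 0.44, adjusted p = 0.458) over all 17. *NPTX2* was lower than the mean of the moderate WS arrays on the same slide in 4 of 4 severe WS arrays, and its C2 log2 fold change stayed between −3.03 (without moderate WS replicate 4) and −2.37 (without moderate WS replicate 2) with each array left out.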

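Intensities of many of the 29 transcripts also differed between slides. The mean normalized intensity on slides 1 and 2 and on slides 3 to 5 was 11530.0 and 2443 for LOC107054291 and 1152 and 186 for LOC101749696. Severe WS arrays shared a slide with mild and moderate WS arrays only on slides 1 and 2.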

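Among all probes in C2 over all 17 arrays, *FYTTD1* (NM_001031316.1) had the smallest p. It had a normalized intensity of 37.4 ± 7.68 (SD, n = 4) in severe WS and 70.6 ± 6.93 (SD, n = 6) in moderate WS, a log2 fold change of −0.94 (SE 0.14, adjusted p = 0.413, limma), and was lower than the moderate WS mean of the slide in 4 of 4 severe WS arrays. *USHBP1* (XM_015300099.1) had 109 ± 17.6 (SD, n = 4) in severe WS and 59.4 ± 7.80 (SD, n = 6) in moderate WS, a log2 fold change of 0.86 (SE 0.14, adjusted p = 0.488, limma), and was higher than the moderate WS mean of the slide in 4 of 4 severe WS arrays.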

Considering the DEGs shared between C2 and C3, similar fold changes between those two comparisons indicated the upregulation or, in the case of neuronal pentraxin 2 (*NPTX2*), downregulation only in severe WS samples. Among those 29 shared DEGs between C2 and C3, six transcripts were annotated as non-coding RNAs (ncRNA), whereas the other two were annotated as miscellaneous RNAs (miscRNA). The regulatory roles of ncRNAs in oxidative stress response and development of cardiac hypertrophy and apoptosis, the biological pathways frequently identified to be associated with myopathies in broilers, were also addressed (Dong et al., 2019; Turunen et al., 2019). In addition, Zhang et al. (2017) identified a set of ncRNAs involved in regulation of intramuscular preadipocyte differentiation in breast muscle of Chinese indigenous chickens, which was similar to the deposition of fat on connective tissue of the WS breasts. Still, specific biological functions of those ncRNAs associated with WS development remain to be elucidated. Overall, the list of the shared DEGs between the comparisons suggests the key genes partly responsible for each WS severity degree.

### Comparison Between Mild and Moderate WS Degrees (C1)

The small numbers of DEGs in C1 relative to the other comparisons suggest slight differences at the cellular level between mild and moderate WS degree. 

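In C1, the 3 probes with the smallest p over all 17 arrays were 2 transcripts of *EVA1B* and *P2RY14*. The first *EVA1B* transcript (XM_015297791.1) had a normalized intensity of 120.1 ± 17.5 (SD, n = 6) in moderate WS and 274 ± 70.7 (SD, n = 7) in mild WS, a log2 fold change of −1.254 (SE 0.16, adjusted p = 0.0886, limma), and was lower than the mild WS mean of the slide in 6 of 6 moderate WS arrays. The second (XM_015297790.1) changed by −1.18 (SE 0.17, adjusted p = 0.0886) and was lower in 6 of 6 moderate WS arrays. *P2RY14* (NM_001317401.1) fell to 215 ± 82.8 (SD, n = 6) from 518 ± 164 (SD, n = 7), also in 6 of 6 moderate WS arrays (adjusted p = 0.0886, limma). Over the 16 arrays, the first *EVA1B* transcript had a log2 fold change of −1.19 (SE 0.18, adjusted p = 0.354). Without mild WS replicate 2, it was the only DEG in C1.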

Considering the unique enriched biological pathways altered specifically for C1 (Table 3), the majority of the pathways are linked with phosphatidylinositol phospholipase C (*PLCB*) and *CALM*. The *PLCB*-encoding enzyme catalyzes the hydrolysis of phosphatidylinositol 4,5-bisphosphate into two secondary messengers, inositol triphosphate (IP_3_) and diacylglycerol (DAG), which regulate various transduction cascades, particularly homeostasis of macronutrients and intracellular [Ca^2+^] (Kadamar and Ross, 2013). The *CALM*, the second most differentially expressed gene in C1, plays roles in a vast diversity of cellular functions (Berchtold and Villalobo, 2014). 

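In C1, *PLCB2* (XM_015286275.1) had a log2 fold change of 0.46 (SE 0.16) over the 16 arrays and 0.35 (SE 0.16) over all 17. Normalized *PLCB2* intensities were 24.4 ± 8.86 (SD, n = 6) in moderate WS and 17.5 ± 4.01 (SD, n = 6) in mild WS, with 16.0 in mild WS replicate 5, and 5 of 6 moderate WS arrays were higher than the mild WS mean of their slide. The probe of *PLCB2* did not reach a processed signal of 20 on every array, so it has no adjusted p. Intensities of *CALM* (NM_205005.1) averaged 125 ± 48.2 (SD, n = 6) in moderate WS and 169 ± 76.2 (SD, n = 6) in mild WS, with 48.3 in mild WS replicate 5. This gave *CALM* a log2 fold change in C1 of −0.46 (SE 0.14, adjusted p = 0.844) over the 16 arrays and −0.31 (SE 0.16, adjusted p = 0.584) over all 17, with lower values than the mild WS mean of the slide in 5 of 6 moderate WS arrays. With each array left out in turn, the C1 log2 fold change of *CALM* stayed between −0.46 (without mild WS replicate 5) and −0.19 (without moderate WS replicate 2). On slides 1 and 2 its mean normalized intensity was 188, against 67.6 on slides 3 to 5.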

In this study, an increased *PLCB* expression coupled with reduced *CALM* abundance identified in moderate WS compared with those of mild WS appeared to alter metabolisms of macronutrients as well as the biological processes, including circadian clock, dopaminergic synapse, long-term potentiation, gonadotrophin-releasing hormone (GnRH) secretion, melanogenesis, and glucagon signaling (Table 3). Alteration of lipid and amino acid metabolisms could be partly supported by an increase in hepatic aminoadipate aminotransferase (*AADAT*), currently highlighted in the pathway of antibiotic biosynthesis. 

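*AADAT* (XM_004940923.2) had a normalized intensity of 1214 ± 140.3 (SD, n = 6) in moderate WS and 994 ± 91.3 (SD, n = 6) in mild WS, with 1198 in mild WS replicate 5. For *AADAT*, the log2 fold change in C1 was 0.33 (SE 0.14, adjusted p = 0.844) over the 16 arrays and 0.25 (SE 0.13, adjusted p = 0.598) over all 17, and it was higher than the mean of the mild WS arrays on the same slide in 5 of 6 moderate WS arrays. The other 3 *AADAT* transcripts on the array changed in C1 by log2 fold changes of 0.08 to 0.26 over all 17 arrays.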

Upregulation of *AADAT*, reported in liver of fattening pigs, was speculated to promote triglyceride biosynthesis from degraded lysine (Kojima et al., 2018).

**TABLE 3:** The unique Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways highlighted in C1.

	**KEGG pathway**	**KO**	**Gene ID**	**Fold change**
ko01130	Biosynthesis of antibiotics	K00825	*AADAT*	1.21
		K00850	*PFKP*	1.21
		K00869	*MVK*	1.24
		K11787	*GART*	–2.22
ko04713	Circadian entrainment	K02183	*CALM*	–1.31
		K05858	*PLCB*	1.32
		K21945	*PER3*	2.02
ko04728	Dopaminergic synapse	K02183	*CALM*	–1.31
		K04354	*PPP2R2B*	–1.20
		K05858	*PLCB*	1.32
ko04062	Chemokine signaling pathway	K05507	*XCL1*	–1.44
		K05858	*PLCB*	1.32
ko04071	Sphingolipid signaling pathway	K04354	*PPP2R2B*	–1.20
		K05858	*PLCB*	1.32
ko04720	Long-term potentiation	K02183	*CALM*	–1.31
		K05858	*PLCB*	1.32
ko04912	GnRH signaling pathway	K02183	*CALM*	–1.31
		K05858	*PLCB*	1.32
ko04916	Melanogenesis	K02183	*CALM*	–1.31
		K05858	*PLCB*	1.32
ko04922	Glucagon signaling pathway	K02183	*CALM*	–1.31
		K05858	*PLCB*	1.32
ko05142	Chagas disease	K04354	*PPP2R2B*	–1.20
		K05858	*PLCB*	1.32

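For *XCL1* (NM_205046.1), normalized intensities were 91.0 ± 23.1 (SD, n = 6) in moderate WS and 135 ± 8.02 (SD, n = 6) in mild WS, with 134 in mild WS replicate 5. *XCL1* changed in C1 by a log2 fold change of −0.67 (SE 0.23, adjusted p = 0.844) over the 16 arrays and −0.62 (SE 0.20, adjusted p = 0.467) over all 17. It was lower than the mean of the mild WS arrays on the same slide in 6 of 6 moderate WS arrays. Moderate WS replicate 4 stood at 47.4, apart from the other moderate WS arrays at 84.3 to 108.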

The association between the dysregulated intracellular [Ca^2+^] and development of moderate WS was emphasized by the 1.4-fold decreased chemokine (C motif) ligand (*XCL1*), encoding lymphotactin as shown in the chemokine signaling pathway (Table 3). Similar to other chemokines, lymphotactin recruits T and natural killer (NK) cells and induces intracellular Ca^2+^ mobilization by binding a specific G-protein-coupled receptor (Volkman et al., 2009).

Among the pathways relevant to dopaminergic synapse, sphingolipid signaling, and Chagas disease, transcript abundance of the beta isoform of regulatory subunit 55 of protein phosphatase 2A (*PPP2R2B*) was decreased 1.2-fold in moderate WS relative to mild samples. 

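Intensities of *PPP2R2B* (XM_004945052.2) averaged 269.6 ± 34.0 (SD, n = 6) in moderate WS and 330.1 ± 51.5 (SD, n = 6) in mild WS, with 268 in mild WS replicate 5. This gave *PPP2R2B* a log2 fold change in C1 of −0.26 (SE 0.12, adjusted p = 0.845) over the 16 arrays and −0.27 (SE 0.11, adjusted p = 0.521) over all 17, with lower values than the mild WS mean of the slide in 6 of 6 moderate WS arrays. Its other 2 transcripts fell by 0.22 and 0.27 on the log2 scale over all 17 arrays.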

Decreased expression of *PPP2R2B* has been linked with the promotion of deregulated oncogene signaling pathways required for survival and proliferation of cancer cells (Tan et al., 2010), suggesting the different cell proliferation rates between mild and moderate WS.

Regarding the circadian entrainment, the changes in the clock gene networks not only associated with the disrupted immunity and metabolic disorders (Turek et al., 2005) but also the structure within the muscle (Harfmann et al., 2015). In this study, apart from *PLCB* and *CALM*, an increased abundance of period circadian regulator 3 (*PER3*) was observed. This gene product plays an important role in adipogenesis as indicated by experiments showing that deletion of *PER3* promoted adipocyte precursor cells in mouse subcutaneous adipose tissue (Aggarwal et al., 2017). 

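In C1, *PER3* (XM_004947316.2) had a log2 fold change of 1.09 (SE 0.25, adjusted p = 0.844) over the 16 arrays and 1.16 (SE 0.23, adjusted p = 0.313) over all 17. Normalized *PER3* intensities were 375 ± 106 (SD, n = 6) in moderate WS and 191 ± 53.7 (SD, n = 6) in mild WS, with 123 in mild WS replicate 5, and 6 of 6 moderate WS arrays were higher than the mild WS mean of their slide. The other 6 *PER3* transcripts rose by 1.03 to 1.24 on the log2 scale over all 17 arrays.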

Although the expression of *PER3* was upregulated in the C1 comparison in the current study, differential expression of this gene likely affects adipogenesis in these birds and may be partly responsible for the increased fat content within the moderate WS breasts. As the light is the dominant signal for the biological clock-controlled system, the findings imply that the lighting management might partly influence the entanglement of biological cascades, including circadian clock and metabolic functions during the progression of WS from mild to moderate level. Further investigation is required to elucidate such association.

Overall, the current transcriptome profiling consistently suggested the association between the progression of mild to moderate WS and the dysregulated metabolic processes of macronutrients along with the shifts of Ca^2+^ homeostasis. The impacts on amino acids, lipids, and carbohydrate were in accordance with the changes in glycolytic enzymes (Kuttappan et al., 2017) and metabolites from tricarboxylic acid cycle (Boerboom et al., 2018) previously reported in pectoralis major of WS + WB samples, and the differential expression of various genes related to carbohydrate and fatty acid metabolisms identified in WS-affected Cobb 500 broilers (Marchesi et al., 2019).

### Comparison Between Moderate and Severe WS Degrees (C2)

Similar to C1, differential gene expression identified in C2 in which the WS abnormality progressed from moderate to severe levels were related to metabolisms and physiological activities within the abnormal broilers through the signals of phosphatidylinositol, cyclic guanosine monophosphate (cGMP)-dependent protein kinase, and apelin (Figure 4). Consistent with C1, an altered intracellular ion homeostasis, particularly Ca^2+^, was observed in C2. An increased *CALM* abundance in severe WS relative to moderate WS might exert relevant roles in several unique enriched biological pathways, including Ras signaling, cellular senescence, and axon guidance (Table 4). In addition to changes in [Ca^2+^], a difference in [K^+^] between severe and moderate WS might be hypothesized as a consequence of the 1.5-fold increase in transcriptional level of the calcium-activated potassium channel subunit alpha-1 (*KCNMA1*). 

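In severe WS the normalized intensity of *CALM* was 196 ± 17.1 (SD, n = 4). Its log2 fold change in C2 was 0.35 (SE 0.15, adjusted p = 0.643) over the 16 arrays and 0.27 (SE 0.18, adjusted p = 0.717) over all 17, and it was higher than the mean of the moderate WS arrays on the same slide in 4 of 4 severe WS arrays. With each array left out in turn it stayed between 0.13 (without moderate WS replicate 2) and 0.35 (without mild WS replicate 5).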

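*KCNMA1* (XM_015288164.1) had a normalized intensity of 49.1 ± 3.89 (SD, n = 4) in severe WS and 26.3 ± 12.1 (SD, n = 6) in moderate WS. For *KCNMA1*, the log2 fold change in C2 was 0.58 (SE 0.18) over the 16 arrays and 0.64 (SE 0.19) over all 17, and it was higher than the mean of the moderate WS arrays on the same slide in 4 of 4 severe WS arrays. As its probe did not reach the minimum signal on every array, the fold change is given without an adjusted p.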

In salivary secretion pathway, the product of *KCNMA1* functions as a component of the voltage-gated potassium channel, which is activated by either an increased intracellular [Ca^2+^] or changes in membrane electrical potential (Miller, 2000).

**TABLE 4:** The unique Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways highlighted in C2.

	**KEGG Pathway**	**KO**	**Gene ID**	**Fold change**
ko03018	RNA degradation	K00850	*PFKP*	–1.29
		K12572	*PAN3*	–9.57
		K12584	*DCPS*	1.23
ko04014	Ras signaling pathway	K02183	*CALM*	1.25
		K04366	*RAF1*	1.50
		K12362	*RASGRP3*	–1.37
ko04218	Cellular senescence	K02183	*CALM*	1.25
		K04366	*RAF1*	1.50
		K05863	*SLC25A6*	–1.31
ko04360	Axon guidance	K04366	*RAF1*	1.50
		K05112	*EPHB3*	1.52
		K06820	*PLXNA2*	1.30
ko04970	Salivary secretion	K02183	*CALM*	1.25
		K04936	*KCNMA1*	1.53

Unlike C1, the modules containing sequential activities regulating cell proliferation, differentiation, and death, particularly through the pathways of mitogen-activated protein kinase (MAPK) necroptosis, RNA degradation, and cellular senescence (Figure 4), were impacted in C2. In addition, RNA degradation and cellular senescence were among the five unique enriched pathways identified for C2 (Table 4). Considering the complete list of the unique enriched pathways identified in C2 (Table 4), most of them transmit signals in governing cell proliferation and survival. In Ras signaling, Ras functions as a molecular switch for signaling pathways through a cycle of guanidine triphosphates (GTP)- and guanidine diphosphate (GDP)-bound states (Milburn et al., 1990). One of the mechanisms by which GTP-Ras operates includes the recruitment of Raf-1 proteins, encoded by *RAF1*, to form Raf-1 heterodimers, which in turn stimulate various cellular signaling cascades that control cell proliferation, differentiation, and migration (Zenonos and Kyprianou, 2013). As for the axon guidance, its signal cues non-canonically regulate cell proliferation, cell migration, and gene expression (Russell and Bashaw, 2018). It is also interesting that several DEGs in C2 exhibited consistent fold change with the expression required for proliferation and survival of various cancer cell types as addressed in previous studies. For instance, suppressed Ras guanyl-releasing protein 3 (*RASGRP3*) was previously identified in transgenic hypertrophic mouse hearts of which malignant mutations of cardiac myosin regulatory light chain (Huang et al., 2016). In the study of Ji et al. (2011), the abundance of ephrin type-B receptor 3 (*EPHB3*) was positively correlated with severe pathological characteristics, particularly tumor size, in lung cancer cells. Overexpression of *KCNMA1* promoted tumor progression in mouse model (Khaitan and Ningaraj, 2019). Taken together, the underlined molecular shifts when the WS abnormality elevating from moderate to severe lesion was more likely related with dysregulated cell proliferation.

In addition to the potential abnormality in cell proliferation, the transcriptional change specific for C2 exerted more deleterious impact than those observed in C1. The speculation was supported by the two unique enriched pathways, including RNA degradation and cellular senescence. The RNA degradation is required for monitoring RNA species in living cells. 

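The other 7 *PAN3* transcripts on the array changed in C2 by log2 fold changes of −0.23 to −0.12 over all 17 arrays. For *DCPS* (XM_417859.5), normalized intensities were 1926 ± 235 (SD, n = 4) in severe WS and 1377 ± 239 (SD, n = 6) in moderate WS. *DCPS* changed in C2 by a log2 fold change of 0.33 (SE 0.12, adjusted p = 0.624) over the 16 arrays and 0.33 (SE 0.11, adjusted p = 0.538) over all 17. It was higher than the mean of the moderate WS arrays on the same slide in 4 of 4 severe WS arrays.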

Transcriptional changes of a regulatory subunit of poly(A)-nuclease (*PAN3*, decreased by 9.6-fold) and scavenging decapping enzyme (*DCPS*, increased by 1.2-fold) suggest the fluctuations in RNA degradation pathway to a greater extent in severe WS in compared to moderately affected cases. Even small fluctuations are adequate to initiate cell-to-cell variation and interfere with the precision of cell division cycle (Baudrimont et al., 2019). Knockdown of *PFKP* stimulates survival of breast cancer cells (Kim et al., 2017). In addition to *PFKP*, a delayed poly(A) tail degradation associated with reduced PAN3 protein level was observed in HeLa cells subjected to oxidative stress (Yamagishi et al., 2014). The findings underline the more pronounced deviation of cell cycle and accelerated cell proliferation with the increment of WS from moderate to severe level. As for cellular senescence, this pathway is an irreversible cell-cycle arrest induced by a number of endogenous and exogeneous stresses arising from oncogene, DNA damage, and oxidative stress (Zhao et al., 2016). Accumulation of the senescent cells interferes with the functions of stem cells, attenuates muscle regeneration, and promotes an imbalance between bone formation and bone resorption (Baar et al., 2018). Sun et al. (2017) reported an increase in senescent biomarkers in association with isoproterenol-induced pathological cardiac hypertrophy, which also exhibited fibrosis similar to those found in severe WS muscle (Kuttappan et al., 2013; Malila et al., 2019).

The findings in the current microarray study may reflect the uncontrolled proliferation of muscle cells and the disruption of cell cycle within the hypertrophic breast affected with severe WS in comparison to moderate level.

### Comparison Between Mild and Severe WS Degrees (C3)

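In C3, *FYTTD1* (NM_001031316.1), *FAM214B* (XM_015277470.1) and *P2RX2* (XM_004934420.2) had the smallest p values over all 17 arrays. *P2RX2* had a normalized intensity of 90.1 ± 24.7 (SD, n = 4) in severe WS and 45.4 ± 15.3 (SD, n = 7) in mild WS, a log2 fold change of 0.84 (SE 0.15, adjusted p = 0.355, limma), and was higher than the mild WS mean of the slide in 4 of 4 severe WS arrays. Log2 fold changes were −0.85 (SE 0.14) for *FYTTD1* and 0.67 (SE 0.11) for *FAM214B*, with the same direction in 4 of 4 severe WS arrays for each.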

Microarray data of C3 revealed the greatest numbers of DEGs due potentially to the profound distinctive phenotypic characteristics between the severe and mild groups. Approximately two-thirds of the DEGs in C3 exhibited positive fold changes. 

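In Table S2, 67.7% of the C3 transcripts are higher in severe WS. Their log2 fold changes here correlated with those of the table at r = 0.988 over the 16 arrays and 0.985 over all 17, a correlation across transcripts that are not independent replicates. The median adjusted p of the detected transcripts was 0.360 and 0.399, from limma.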

Differences, at gene expression level, in cardiovascular system, connective tissue (Table 1), cell cycle, and cellular compromise (Table 2) are highlighted in between severe and mild cases. The enriched biological pathways specific for C3 (Table 5) could reflect the transcriptional alterations of signaling hubs, including phosphatidylinositol 3-kinase (PI3K)/Akt pathway and p53 cascade, and the downstream outputs of such stress-induced adaptive mechanisms.

**TABLE 5:** The unique Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways highlighted in C3.

	**KEGG Pathway**	**KO**	**Gene ID**	**Fold change**
ko04151	PI3K-Akt signaling pathway	K05121	*TEK*	–1.37
		K05631	*MAGI1*	–1.45
		K06482	*ITGA3*	1.48
		K13242	*NOS3*	1.35
		K16340	*PHLPP2*	–1.23
ko04115	p53 signaling pathway	K04398	*casp8*	–1.22
		K10143	*RFWD2*	1.58
		K10146	*CCNG2*	–1.34
ko04210	Apoptosis	K01379	*CTSD*	1.35
		K04398	*casp8*	–1.22
		K04724	*CFLAR*	–1.28
ko04066	HIF-1 signaling pathway	K04515	*CAMK2D*	1.29
		K05121	*TEK*	–1.37
		K13242	*NOS3*	1.35
ko04611	Platelet activation	K13242	*NOS3*	1.35
		K16056	*ORAI1*	1.36
		K19720	*LOC101747382*	1.53
			*LOC107055590*	1.81
			*LOC107055658*	1.39
ko04727	GABAergic synapse	K04851	*CACNA1D*	1.82
		K05175	*GABRA5*	1.30
		K13524	*ABAT*	–1.35
ko04934	Cushing syndrome	K04365	*BRAF*	–1.25
		K04515	*CAMK2D*	1.29
		K04851	*CACNA1D*	1.82
		K16056	*ORAI1*	1.36
ko05160	Hepatitis C virus	K04365	*BRAF*	–1.25
		K04398	*casp8*	–1.22
		K04724	*CFLAR*	–1.28
ko05205	Proteoglycans in cancer	K04365	*BRAF*	–1.25
		K04515	*CAMK2D*	1.29
		K10380	*ANKRD13D*	1.24
ko05016	Huntington disease	K04398	*casp8*	–1.22
		K04648	*DCTN1*	1.56
		K10408	*DNAH3*	–1.25
ko05412	Arrhythmogenic right ventricular	K04851	*CACNA1D*	1.82
	cardiomyopathy	K06482	*ITGA3*	1.48
		K07610	*DES*	1.64

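*TEK* (XM_004949580.2) had a normalized intensity of 555 ± 80.1 (SD, n = 4) in severe WS and 723 ± 60.6 (SD, n = 6) in mild WS, with 603 in mild WS replicate 5. For *TEK*, the log2 fold change in C3 was −0.40 (SE 0.15, adjusted p = 0.410) over the 16 arrays and −0.46 (SE 0.17, adjusted p = 0.409) over all 17, and it was lower than the mean of the mild WS arrays on the same slide in 4 of 4 severe WS arrays. Intensities of *MAGI1* (XM_015293275.1) averaged 229 ± 40.2 (SD, n = 4) in severe WS and 314 ± 39.4 (SD, n = 6) in mild WS, with 248 in mild WS replicate 5. This gave *MAGI1* a log2 fold change in C3 of −0.57 (SE 0.24, adjusted p = 0.457) over the 16 arrays and −0.63 (SE 0.25, adjusted p = 0.437) over all 17, with lower values than the mild WS mean of the slide in 4 of 4 severe WS arrays.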

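In C3, *ITGA3* (XM_015299422.1) had a log2 fold change of 0.57 (SE 0.27, adjusted p = 0.4931) over the 16 arrays and 0.64 (SE 0.27, adjusted p = 0.463) over all 17. Normalized *ITGA3* intensities were 1144 ± 158 (SD, n = 4) in severe WS and 846 ± 215 (SD, n = 6) in mild WS, with 892 in mild WS replicate 5, and 4 of 4 severe WS arrays were higher than the mild WS mean of their slide. Mild WS replicate 6 stood at 506 for *ITGA3*, apart from the other mild WS arrays at 822 to 1179, and severe WS replicate 2 at 1379, apart from 1038 to 1085. For *NOS3* (XM_015281154.1), normalized intensities were 130.0 ± 3.68 (SD, n = 4) in severe WS and 94.2 ± 11.5 (SD, n = 6) in mild WS, with 126 in mild WS replicate 5. *NOS3* changed in C3 by a log2 fold change of 0.44 (SE 0.10, adjusted p = 0.310) over the 16 arrays and 0.41 (SE 0.11, adjusted p = 0.355) over all 17. It was higher than the mean of the mild WS arrays on the same slide in 4 of 4 severe WS arrays.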

Based on the DEGs enlisted in the PI3K/Akt signaling, it is interesting that several DEGs, including angiopoietin 1-receptor tyrosine kinase (*TEK*), integrin subunit alpha 3 (*ITGA3*), membrane associated guanylate kinase with inverted orientation (*MAGI1*), and nitric oxide synthase 3 (*NOS3*), are found mainly in endothelial cells (Laura et al., 2002; Zhen et al., 2008). The *TEK*-encoding enzyme regulates vascular morphogenesis and homeostasis (Augustin et al., 2009). Targeted deletion of *TEK* contributed to postnatal degeneration of newly formed veins and development of hemangioma-like vascular tufts in mouse retina (Chu et al., 2016). Upregulated *ITGA3* has been linked with a progression of renal failure (Steenhard et al., 2012) and pathological features of liver cancer (Huang et al., 2018). Depletion of *MAGI1* induced upregulation of endoplasmic reticulum (ER) stress-related genes, which in turn signal apoptosis in the endothelial cells (Abe et al., 2019). As demonstrated *in vitro* and *in vivo*, *NOS3* was highly expressed upon the exposure to reactive oxygen species (Zhen et al., 2008). An increase in synthesis of nitric oxide to increase blood flow due to the limited vascularization within WS/WB affected muscle has been speculated (Petracci et al., 2019). As shown in the study of Christov et al. (2007), endothelial cells stimulate myogenic cell (MPCs) growth, whereas the MPCs showed proangiogenic effect upon differentiation. The altered expression of those DEGs supported the hypothesis regarding the imbalanced interplay between the endothelial cells and MPCs within the hypertrophic myofibers in breast muscle of broilers exhibiting severe WS. Still, further studies are necessary to obtain a better understanding underlying specific functions of those DEGs in broiler skeletal muscle.

One of the downstream processes from PI3K-Akt or p53 pathways is the onset of apoptosis with the aim to remove any damaged cells via caspase activity (Chang et al., 2003). Transcript abundance of caspase-8 (*CASP8*), the principal upstream apoptotic caspase effector of death-inducing receptor signaling (Kruidering and Evan, 2000), was decreased by 1.2-fold in severe relative to mild WS samples. 

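*CASP8* (XM_015289374.1) had a normalized intensity of 314 ± 44.8 (SD, n = 4) in severe WS and 417 ± 41.5 (SD, n = 6) in mild WS, with 367 in mild WS replicate 5. For *CASP8*, the log2 fold change in C3 was −0.35 (SE 0.19, adjusted p = 0.556) over the 16 arrays and −0.31 (SE 0.19, adjusted p = 0.595) over all 17, and it was lower than the mean of the mild WS arrays on the same slide in 4 of 4 severe WS arrays.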

A reduced mRNA level of *CASP8* was recently reported in breast tumors collected from the subjects diagnosed with breast cancer (Aghababazadeh et al., 2017). Apart from *CASP8*, the decreases of caspase 8 and Fas-associated death domain-like apoptosis regulator (*CFLAR*) along with the increased cathepsin D (*CTSD*) abundance were identified in severe WS compared to mild samples. 

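Intensities of *CFLAR* (XM_015289423.1) averaged 96.7 ± 15.8 (SD, n = 4) in severe WS and 134 ± 16.9 (SD, n = 6) in mild WS, with 137 in mild WS replicate 5. This gave *CFLAR* a log2 fold change in C3 of −0.45 (SE 0.16, adjusted p = 0.403) over the 16 arrays and −0.44 (SE 0.15, adjusted p = 0.399) over all 17, with lower values than the mild WS mean of the slide in 4 of 4 severe WS arrays. In C3, *CTSD* (NM_205177.1) had a log2 fold change of 0.42 (SE 0.22, adjusted p = 0.546) over the 16 arrays and 0.45 (SE 0.21, adjusted p = 0.517) over all 17. Normalized *CTSD* intensities were 1373 ± 124 (SD, n = 4) in severe WS and 815 ± 315 (SD, n = 6) in mild WS, with 398 in mild WS replicate 5, and 4 of 4 severe WS arrays were higher than the mild WS mean of their slide. On slides 1 and 2 *CTSD* averaged 1186 and on slides 3 to 5 430.0.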

The reduced *CFLAR* expression accelerates inflammation, ER stress, and cell death in ischemia-induced mouse brain tissues (Wang et al., 2019), whereas overexpression of *CTSD* was linked with various diseases, e.g., type 2 diabetes (Liu et al., 2017), acute coronary syndromes (Gonçalves et al., 2016), and malignant epithelial tumor (Zhang et al., 2018). Additionally, the extensive alteration of apoptosis in severe WS is emphasized by the increased abundance of dynactin subunit 1 (*DCTN1*) coupled with decreased axonemal heavy chain 3 of dynein (*DNAH3*), highlighted in Huntington disease pathway (Table 5). 

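For *DCTN1* (XM_015301312.1), normalized intensities were 334 ± 67.3 (SD, n = 4) in severe WS and 196 ± 32.6 (SD, n = 6) in mild WS, with 211 in mild WS replicate 5. *DCTN1* changed in C3 by a log2 fold change of 0.67 (SE 0.15, adjusted p = 0.310) over the 16 arrays and 0.67 (SE 0.14, adjusted p = 0.355) over all 17. It was higher than the mean of the mild WS arrays on the same slide in 4 of 4 severe WS arrays. *DNAH3* (XM_004945467.2) had a normalized intensity of 149.8 ± 20.5 (SD, n = 4) in severe WS and 216 ± 48.6 (SD, n = 6) in mild WS, with 173 in mild WS replicate 5. For *DNAH3*, the log2 fold change in C3 was −0.36 (SE 0.23, adjusted p = 0.605) over the 16 arrays and −0.30 (SE 0.23, adjusted p = 0.688) over all 17, and it was lower than the mean of the mild WS arrays on the same slide in 4 of 4 severe WS arrays. With each array left out in turn, *DNAH3* stayed between −0.43 (without severe WS replicate 4) and −0.14 (without severe WS replicate 1) in C3.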

Differential expression of those two genes inhibits apoptotic membrane trafficking during apoptosis (Lane et al., 2001). Overall, the modulated programmed cell death could be anticipated in severe WS.

The importance of altered intracellular [Ca^2+^] in the development of WS was again underlined by the DEGs identified in C3. 

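Intensities of *CAMK2D* (XM_015276281.1) averaged 1466 ± 60.6 (SD, n = 4) in severe WS and 1036 ± 200.4 (SD, n = 6) in mild WS, with 982 in mild WS replicate 5. This gave *CAMK2D* a log2 fold change in C3 of 0.40 (SE 0.11, adjusted p = 0.310) over the 16 arrays and 0.33 (SE 0.14, adjusted p = 0.464) over all 17, with higher values than the mild WS mean of the slide in 4 of 4 severe WS arrays. *ORAI1* (NM_001030658.1) had a normalized intensity of 2201 ± 185 (SD, n = 4) in severe WS and 1568 ± 215 (SD, n = 6) in mild WS, with 2018 in mild WS replicate 5. For *ORAI1*, the log2 fold change in C3 was 0.51 (SE 0.20, adjusted p = 0.436) over the 16 arrays and 0.42 (SE 0.24, adjusted p = 0.569) over all 17, and it was higher than the mean of the mild WS arrays on the same slide in 4 of 4 severe WS arrays.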

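For *CACNA1D* (XM_015292987.1), normalized intensities were 476 ± 139.6 (SD, n = 4) in severe WS and 202 ± 134 (SD, n = 6) in mild WS, with 81.2 in mild WS replicate 5. *CACNA1D* changed in C3 by a log2 fold change of 0.81 (SE 0.19, adjusted p = 0.310) over the 16 arrays and 0.80 (SE 0.18, adjusted p = 0.355) over all 17. It was higher than the mean of the mild WS arrays on the same slide in 4 of 4 severe WS arrays. The other 5 *CACNA1D* transcripts rose by 0.36 to 0.67 in C3 on the log2 scale over all 17 arrays. Mean normalized intensities on slides 1 and 2 and on slides 3 to 5 were 352 and 65.1.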

The Ca^2+^-/calmodulin-dependent protein kinase type II delta chain (*CAMK2D*) is part of a complex that regulates ER-mediated Ca^2+^ influx in either skeletal or cardiac muscles. The Ca^2+^ voltage-gated channel subunit alpha 1D (*CACNA1D*) is specifically part of the channel responsible for conferring low-voltage activation and slowly inactivating Ca^2+^ currents. The Ca^2+^ release-activated calcium channel protein 1 (*ORAI1*), a Ca^2+^-selective channel particularly in T cells, mediates Ca^2+^ influx following the depletion of intracellular Ca^2+^ stores (Gwozdz et al., 2012). Overexpression of *CAMK2D* and *CACNA1D* induces cardiac enlargement, with mild fibrosis resembling the severe WS lesion, in transgenic mice (Zhang et al., 2003). In addition, a decreased expression of the aminobutyrate aminotransferase (*ABAT*), highlighted in GABAergic signaling, is associated with increased intracellular [Ca^2+^], leading to an increased Ca^2+^-sensing nuclear translocation associated with aggressive breast cancer (Chen et al., 2019). 

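In C3, *ABAT* (XM_004945323.1) had a log2 fold change of −0.40 (SE 0.24, adjusted p = 0.582) over the 16 arrays and −0.43 (SE 0.23, adjusted p = 0.551) over all 17. Normalized *ABAT* intensities were 430.2 ± 39.0 (SD, n = 4) in severe WS and 571 ± 75.1 (SD, n = 6) in mild WS, with 399 in mild WS replicate 5, and 4 of 4 severe WS arrays were lower than the mild WS mean of their slide. In the other 4 *ABAT* transcripts the log2 fold change ranged from −0.40 to −0.31 over all 17 arrays.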

The changes in transcription of those DEGs likely lead to the excessive Ca^2+^ influx in severe WS samples (Kuttappan et al., 2013; Zambonelli et al., 2016; Marchesi et al., 2019).

Increased abundances of *LOC101747382*, *LOC107055590*, and *LOC107055658*, encoding type I collagen, coupled with upregulated *NOS3* and *ORAI1*, were highlighted under the pathway of platelet activation. 

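LOC107055590 (XM_015300758.1) had a normalized intensity of 23488 ± 3659.6 (SD, n = 4) in severe WS and 9905 ± 6093 (SD, n = 6) in mild WS, with 6109 in mild WS replicate 5. For LOC107055590, the log2 fold change in C3 was 0.88 (SE 0.23, adjusted p = 0.310) over the 16 arrays and 0.75 (SE 0.29, adjusted p = 0.431) over all 17, and it was higher than the mean of the mild WS arrays on the same slide in 4 of 4 severe WS arrays. LOC101747382 (XM_015279683.1) changed by 0.69 (SE 0.19, adjusted p = 0.332) over the 16 arrays and 0.65 (SE 0.19, adjusted p = 0.378) over all 17, and LOC107055658 (XM_015300814.1) by 0.51 (SE 0.11, adjusted p = 0.310) over the 16 arrays and 0.47 (SE 0.12, adjusted p = 0.355) over all 17. Both were higher than the mild WS mean of the slide in 4 of 4 severe WS arrays. The mean normalized intensities on slides 1 and 2 and on slides 3 to 5 were 18858 and 4156 for LOC107055590, 86.3 and 43.7 for LOC101747382 and 2778 and 1441 for LOC107055658.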

The pathway is responsible primarily for coagulation cascades upon the interaction between platelet membrane glycoproteins and exposed collagens and secondarily for intercellular communication that mediates inflammatory and immunomodulatory activities, particularly with the triggers from increasing intracellular [Ca^2+^] and extracellular matrix (Yun et al., 2016). Generally, the ratio between types 1 and 3 determines mechanical properties of collagen matrix, hence the tissues. An increase in proportion of collagen type 1 has been demonstrated in healing wounds, hypertensive arteries, and fibrotic tissues (Friedman et al., 1993), which was in accordance with fibrotic characteristics of severe WS previously described (Trocino et al., 2015).

Regarding the arrhythmogenic right ventricular cardiomyopathy, the pathological characteristics of this heart muscle disease includes progressive myocyte loss and fibrofatty replacement, which were resembled to the histological lesions of severe WS. 

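Intensities of *DES* (XM_015290092.1) averaged 16103 ± 1528 (SD, n = 4) in severe WS and 12461 ± 4031 (SD, n = 6) in mild WS, with 12848 in mild WS replicate 5. This gave *DES* a log2 fold change in C3 of 0.67 (SE 0.21, adjusted p = 0.359) over the 16 arrays and 0.78 (SE 0.25, adjusted p = 0.391) over all 17, with higher values than the mild WS mean of the slide in 4 of 4 severe WS arrays. Mild WS replicate 7 stood at 20627 for *DES*, and the other mild WS arrays lay between 10318 and 12848.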

Under this enriched pathway, increased transcript abundance of desmin (*DES*) was significant in severe WS in comparison to that of mild WS. This observation was consistent with the previous report on the induced DES at the protein levels in WS/WB breast muscle samples compared with nondefective ones (Zambonelli et al., 2016; Kuttappan et al., 2017; Soglia et al., 2020). Based on the functions of desmin in structural organization of myofibers during myogenesis, the greater *DES* in severe WS suggested the occurrence of extensive muscle regeneration within the severe WS in comparison with those of found in mild WS samples.

The majority of the DEGs enlisted in the unique pathways of C3 were also associated with growth and proliferation of cancer cells as observed in C1 and C2. Apart from those DEGs mentioned above, transcript abundance of plekstrin homology domain leucine-rich repeat-containing protein phosphatase 2 (*PHLPP2*), a negative regulator of PI3K/Akt pathway, was decreased by 1.2-fold. 

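*PHLPP2* (XM_015292693.1) had a normalized intensity of 395 ± 45.4 (SD, n = 4) in severe WS and 454 ± 41.3 (SD, n = 6) in mild WS, with 369 in mild WS replicate 5. For *PHLPP2*, the log2 fold change in C3 was −0.30 (SE 0.13, adjusted p = 0.4655) over the 16 arrays and −0.32 (SE 0.13, adjusted p = 0.441) over all 17, and it was lower than the mean of the mild WS arrays on the same slide in 4 of 4 severe WS arrays.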

A loss of *PHLPP2* is associated with progression of pancreatic (Smith et al., 2016) and prostatic cancer (Nowak et al., 2019). 

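For *CCNG2* (XM_420475.5), normalized intensities were 1034 ± 152 (SD, n = 4) in severe WS and 1432 ± 251 (SD, n = 6) in mild WS, with 958 in mild WS replicate 5. *CCNG2* changed in C3 by a log2 fold change of −0.38 (SE 0.14, adjusted p = 0.406) over the 16 arrays and −0.34 (SE 0.15, adjusted p = 0.476) over all 17. It was lower than the mean of the mild WS arrays on the same slide in 4 of 4 severe WS arrays. Intensities of *RFWD2* (XR_001467771.1) averaged 2261 ± 464 (SD, n = 4) in severe WS and 1581 ± 176 (SD, n = 6) in mild WS, with 1488 in mild WS replicate 5. This gave *RFWD2* a log2 fold change in C3 of 0.57 (SE 0.17, adjusted p = 0.356) over the 16 arrays and 0.66 (SE 0.21, adjusted p = 0.386) over all 17, with higher values than the mild WS mean of the slide in 4 of 4 severe WS arrays.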

Differential expressions of cyclin G (*CCNG*) and increased RING finger and WD repeat domain protein 2 (*RFWD2*), the two proteins involved in negative autoregulatory feedback loops of the p53 response observed in this study, were concomitant with the modified transcriptional direction addressed in gastric cancer tissues and in ovarian and breast cancer tissues, respectively (Dornan et al., 2004; Gao et al., 2018). Decreased expression of the gene encoding B-Raf (*BRAF*) by 1.2-fold in severe compared to mild WS might imply the impaired proliferative arrest in the severe WS.

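*BRAF* (XM_015284532.1) had a normalized intensity of 401 ± 76.2 (SD, n = 4) in severe WS and 477 ± 35.5 (SD, n = 6) in mild WS, with 391 in mild WS replicate 5. For *BRAF*, the log2 fold change in C3 was −0.36 (SE 0.13, adjusted p = 0.408) over the 16 arrays and −0.38 (SE 0.13, adjusted p = 0.399) over all 17, and it was lower than the mean of the mild WS arrays on the same slide in 4 of 4 severe WS arrays.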

HIF-1 signaling is also highlighted in C3. The pathway, consistently identified in the WS/WB myopathies (Malila et al., 2019; Marchesi et al., 2019; Pampouille et al., 2019), stimulates an adaptive mechanism via an activation of transcription factor HIF-1 when cells sense low oxygen availability. Despite no difference in expression of HIF-1, the shifts of *TEK* and *NOS3* expression suggested modified angiogenesis and antioxidant activities under hypoxia within the severe WS compared with those in mild WS samples. 

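For *HIF1A* (NM_204297.1), normalized intensities were 1016 ± 106 (SD, n = 4) in severe WS and 1083 ± 89.8 (SD, n = 6) in mild WS, with 1212 in mild WS replicate 5. *HIF1A* changed in C3 by a log2 fold change of −0.09 (SE 0.13, adjusted p = 0.858) over the 16 arrays and −0.06 (SE 0.13, adjusted p = 0.909) over all 17. It was lower than the mean of the mild WS arrays on the same slide in 2 of 4 severe WS arrays. Its other transcripts, XM_015287264.1 and XM_015287265.1, changed by log2 fold changes of 0.22 and −0.12 over all 17 arrays.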

The current results correspond well with our previous report (Malila et al., 2019) in which an increased *HIF1A* was only detected when absolute transcription level of WS and WS + WB muscle were compared with that of nondefective ones; however, no change was observed among the defective samples. This might explain the absence of *HIF1A* in the DEGs obtained in this report.

Collectively, the changes in gene expression patterns combined with the unique biological pathways in C3 were in the same direction related to development and proliferation of tumor and cancer in several tissue types. The molecular resemblance underlined the dysregulation of damaged cells as well as the aberrant cell proliferation potentially during muscle regeneration within the muscle exhibiting severe WS myopathy.

### Altered Biological Pathways in Common Among All Comparisons

Most of the overlapping enriched pathways comprised the same set of the DEGs discussed in each comparison, suggesting the importance of those DEGs in the progression of WS condition. The shared altered pathways emphasize the impact of dysregulated intracellular ion homeostasis and modulated cellular cascades that remove damaged cells in relevance with WS abnormality. In this study, transcript abundances of *PLCB*, *CACNA1D*, *CAMK2*, and *ORAI1* gradually increased during WS progression. 

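Of the genes that the paper describes as changing steadily with severity, *PLCB2*, *CACNA1D*, *CAMK2D*, *ORAI1*, *NOS3*, *SLC25A4*, *PHKB* and *MSH6*, 7 of the 8 had fold changes in the described direction in both C1 and C2. The other was *PHKB* over the 16 arrays and *CAMK2D* over all 17. With the values normalized by the authors in place of the processed signals, the count was 6. Over all 17 arrays the decrease of *SLC25A4* was not kept in both comparisons without the slide term, with a random slide block, as a ratio of means, after scaling to the 75th percentile or with the normexp background correction. *PLCB2* had a mean of 30.9 ± 6.38 (SD, n = 4) in severe WS and a log2 fold change of 0.12 (SE 0.18) over the 16 arrays and 0.17 (SE 0.19) over all 17 in C2. For *ORAI1*, the C1 log2 fold change was 0.22 (SE 0.19, adjusted p = 0.917) over the 16 arrays and 0.03 (SE 0.20, adjusted p = 0.977) over all 17, and the C2 log2 fold change 0.29 (SE 0.20, adjusted p = 0.765) over the 16 arrays and 0.39 (SE 0.24, adjusted p = 0.690) over all 17.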

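*CACNA1D* changed by 0.20 (SE 0.17, adjusted p = 0.917) over the 16 arrays and 0.20 (SE 0.15, adjusted p = 0.714) over all 17 in C1 and by 0.60 (SE 0.19, adjusted p = 0.580) over the 16 arrays and 0.61 (SE 0.18, adjusted p = 0.488) over all 17 in C2. Its other transcripts changed by −0.15 to 0.10 in C1 and by 0.49 to 0.62 in C2 over all 17 arrays. Not all of them rose in C1, as XM_015292995.1 and XM_015292996.1 changed by −0.15 and −0.08. *CAMK2D* changed by 0.05 (SE 0.10, adjusted p = 0.956) over the 16 arrays and −0.08 (SE 0.12, adjusted p = 0.861) over all 17 in C1 and by 0.35 (SE 0.11, adjusted p = 0.580) over the 16 arrays and 0.41 (SE 0.14, adjusted p = 0.535) over all 17 in C2. Moderate WS replicate 5 stood at 583 for *CAMK2D* and the other moderate WS arrays at 1002 to 1258. The paper relates increases of these transcripts to elevated intracellular calcium, and it proposes that a disturbance of calcium may affect the function and viability of the cell.

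**Figure D2:**
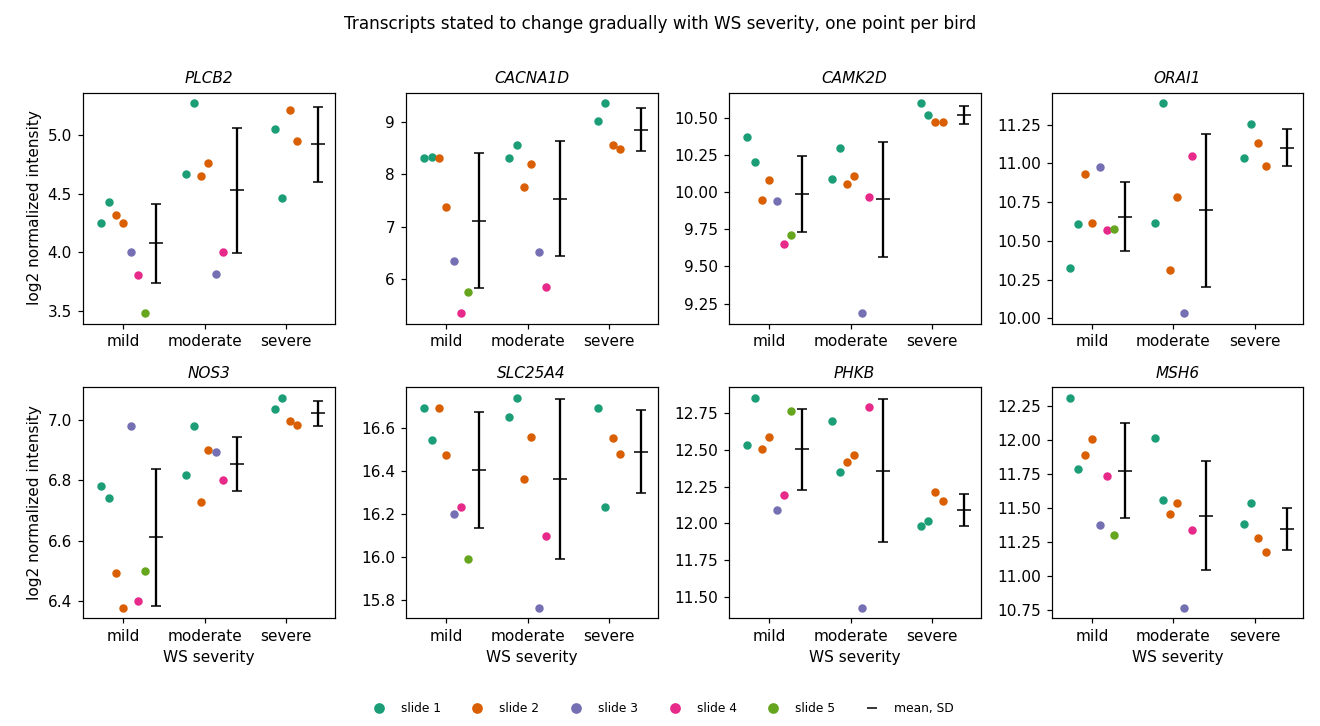
Normalized signal intensity on a log2 axis for 8 genes in each bird with mild, moderate or severe WS, with points colored by slide and bars for the group mean and SD. Moderate WS replicate 5 is the lowest moderate WS array for *CAMK2D*, at 583, and for *PHKB*, at 2751.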

The findings were consistent with previous studies of Zambonelli et al. (2016) and Marchesi et al. (2019) identifying upregulation of those genes in WS-related muscle compared with those of nondefective ones. Increases in expression of those genes have been related with elevated intracellular [Ca^2+^]. As Ca^2+^ is one of the crucial secondary messengers associated with phosphoinositol system, [Ca^2+^] disturbance may affect both the molecular functions and the viability of the cell. Elevated intracellular [Ca^2+^] modulates apoptosis and protein degradation, compromises mitochondrial function, and interferes with cell membrane integrity (Florea et al., 2005; Mutryn et al., 2015; Petracci et al., 2015). This could explain the extensive muscle protein degradation observed in WS samples collected from Cobb 500 broilers in the previous report of Vignale et al. (2017). Likewise, *NOS3* was increased as WS severity increased. This result supported the speculation of Petracci et al. (2019), suggesting the elevated hypoxic condition as WS severity elevated. In addition, the gene encoding solute carrier family 25 (*SLC25A4*) slightly decreased as the myopathy progressed. 

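For *NOS3*, the normalized intensity in moderate WS was 116 ± 7.16 (SD, n = 6). Its log2 fold change was 0.29 (SE 0.09, adjusted p = 0.844) over the 16 arrays and 0.23 (SE 0.09, adjusted p = 0.513) over all 17 in C1 and 0.15 (SE 0.10, adjusted p = 0.752) over the 16 arrays and 0.18 (SE 0.11, adjusted p = 0.683) over all 17 in C2. *NOS3* was higher than the mean of the lesser severity on the same slide in 5 of 6 moderate WS arrays and in 4 of 4 severe WS arrays.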

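The transcript of this family in Table S2 is that of *SLC25A6* (NM_204231.2). It had a normalized intensity of 12832 ± 715 (SD, n = 4) in severe WS, 17391 ± 3915 (SD, n = 6) in moderate WS and 15378 ± 3867 (SD, n = 6) in mild WS, with 10164 in mild WS replicate 5. *SLC25A6* changed by 0.22 (SE 0.17, adjusted p = 0.908) over the 16 arrays and 0.36 (SE 0.17, adjusted p = 0.564) over all 17 in C1 and by −0.36 (SE 0.18, adjusted p = 0.666) over the 16 arrays and −0.43 (SE 0.20, adjusted p = 0.595) over all 17 in C2. *SLC25A4* (NM_001006443.1) changed by −0.05 (SE 0.11, adjusted p = 0.969) over the 16 arrays and −0.11 (SE 0.11, adjusted p = 0.777) over all 17 in C1 and by −0.08 (SE 0.12, adjusted p = 0.909) over the 16 arrays and −0.04 (SE 0.13, adjusted p = 0.949) over all 17 in C2. On the same slide, *SLC25A6* was lower in 4 of 4 severe WS arrays and *SLC25A4* lower in 2 of 4 severe WS arrays, each against moderate WS.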

Expression of this gene promoted oxidative stress and apoptosis (Lena et al., 2010). A progressive decrease in *PHKB* was detected, which agreed well with the previous findings of Marchesi et al. (2019), suggesting an unusual muscle contraction process within the affected muscle.

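In C3, *PHKB* (NM_001007831.1) had a log2 fold change of −0.45 (SE 0.15, adjusted p = 0.384) over the 16 arrays and −0.51 (SE 0.17, adjusted p = 0.391) over all 17. Normalized *PHKB* intensities were 4377 ± 337 (SD, n = 4) in severe WS and 6154 ± 949 (SD, n = 6) in mild WS, with 4363 in mild WS replicate 5, and 4 of 4 severe WS arrays were lower than the mild WS mean of their slide. *PHKB* changed by 0.01 (SE 0.14, adjusted p = 0.995) over the 16 arrays and −0.10 (SE 0.14, adjusted p = 0.849) over all 17 in C1 and by −0.46 (SE 0.15, adjusted p = 0.602) over the 16 arrays and −0.41 (SE 0.17, adjusted p = 0.583) over all 17 in C2. Moderate WS replicate 5 stood at 2751 for *PHKB* and the other moderate WS arrays at 5230 to 7106. The other *PHKB* transcripts, XM_015292390.1 and XM_015292391.1, both changed by 0.02 in C2 on the log2 scale and by −0.18 and −0.22 in C3.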

Consistent with the observation in C2 and C3, the numbers of the DEGs obtained in the overlapped pathways were changed in the direction that facilitated proliferation and progression of cancer cells and tumors (Figure 6). Apart from the DEGs discussed earlier, the DNA mismatch repair protein, encoded by *MSH6*, gradually decreased while the WS severity increased. 

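Intensities of *MSH6* (XM_015278118.1) averaged 2613 ± 283 (SD, n = 4) in severe WS and 3746 ± 845 (SD, n = 6) in mild WS, with 2663 in mild WS replicate 5. This gave *MSH6* a log2 fold change in C3 of −0.66 (SE 0.14, adjusted p = 0.310) over the 16 arrays and −0.68 (SE 0.13, adjusted p = 0.355) over all 17, with lower values than the mild WS mean of the slide in 4 of 4 severe WS arrays. *MSH6* changed by −0.37 (SE 0.12, adjusted p = 0.844) over the 16 arrays and −0.41 (SE 0.11, adjusted p = 0.467) over all 17 in C1 and by −0.29 (SE 0.14, adjusted p = 0.657) over the 16 arrays and −0.27 (SE 0.13, adjusted p = 0.608) over all 17 in C2.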

Previously, suppressed *MSH6* was detected under an experimental hypoxic condition (Koshiji et al., 2005). The shifts of glutathione (*GST*)-encoding gene among the WS severity levels, corresponding with our recent ddPCR results (Malila et al., 2019), implied responsive mechanism of the muscle cells against increased oxidative stress. In addition to impaired apoptosis, ubiquitination-mediated proteolysis (Supplementary Figure S1) was disrupted. 

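*GSTA4* (XM_015284817.1) had a normalized intensity of 83.3 ± 19.6 (SD, n = 6) in moderate WS and 228 ± 48.5 (SD, n = 6) in mild WS, with 191 in mild WS replicate 5. For *GSTA4*, the log2 fold change in C1 was −1.458 (SE 0.25, adjusted p = 0.354) over the 16 arrays and −1.51 (SE 0.22, adjusted p = 0.0886) over all 17, and it was lower than the mean of the mild WS arrays on the same slide in 6 of 6 moderate WS arrays. The *GSTA4* transcript measured by qPCR (XM_015284816.1) changed by −1.286 (SE 0.29, adjusted p = 0.844) over the 16 arrays and −1.375 (SE 0.26, adjusted p = 0.313) over all 17 in C1. *GSTA4* (XM_015284817.1) changed by −0.85 (SE 0.27, adjusted p = 0.365) over the 16 arrays and −0.88 (SE 0.26, adjusted p = 0.377) over all 17 in C3, and *GSTM2* (NM_205090.1) by 0.61 (SE 0.20, adjusted p = 0.384) over the 16 arrays and 0.48 (SE 0.26, adjusted p = 0.557) over all 17 in C3.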

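None of the following genes of ubiquitin-mediated proteolysis in Table S2 was a DEG by limma. In C1, *MGRN1* (XM_004945374.2) changed by a log2 fold change of 0.37 (SE 0.16, adjusted p = 0.844) over the 16 arrays and 0.33 (SE 0.14, adjusted p = 0.548) over all 17, and was higher than the mean of the mild WS arrays on the same slide in 6 of 6 moderate WS arrays. C2 held *UBE2F* and *UBE2Q2*, whose log2 fold changes over all 17 arrays were 0.32 and 0.37 (adjusted p = 0.583 and 0.517), higher than the moderate WS mean of the slide in 4 of 4 severe WS arrays each. C3 held *WWP1* and *ANAPC5*, which changed by −0.44 (SE 0.15, adjusted p = 0.399, limma) and −0.35 (SE 0.12, adjusted p = 0.399) and were lower than the mild WS mean of the slide in 4 of 4 severe WS arrays each.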

An accumulation of the unrepaired oxidative damaged biomolecules could induce a cascade of molecular events that ultimately contribute to promotion of cancer or tumor growth (Conde-Pérezprina et al., 2012). The current microarray results strengthen the case for oxidative stress-induced damage within the WS breast that induce a cascade of molecular events contributing to aberrant cell proliferation.

Although the actual etiology regarding development of WS abnormality remains under investigation, the current transcriptome analyses ascertained an association between disturbances of calcium homeostasis during progression of WS severity. In complement to the previous report, our results underlined the major shifts of biological processes while the abnormality progressed. When WS abnormality advanced from mild to moderate WS, the microarray data revealed transcriptional changes of the key upstream mediators of Ca^2+^. The impacts of imbalanced intracellular [Ca^2+^] coupled with alterations of the other secondary messengers may exert an overall metabolic shift and inflammation. As the WS myopathy progresses to the severe degree, a more profound perturbation of intracellular [Ca^2+^] along with oxidative stress could be anticipated. One of the major origins of the oxidative stress might potentially be the limited capillarization. The differences in metabolisms of macronutrients and small biochemical molecules might be shadowed by the extensive results of impaired cell-cycle arrest and cell proliferation. With the unrepaired DNA mismatches along with modulated programmed cell death, accumulation of abnormal genomic materials and intermediate metabolites could trigger dysregulation of physiological functions and excessive cell proliferation. The aberrant muscle cells underwent necrosis as supported by the previous histological reports (Kuttappan et al., 2013; Malila et al., 2018; Marchesi et al., 2019) and ultimately developed severe WS characteristics.

In conclusion, the current transcriptome analysis strengthens the association between development of WS abnormality in commercial broilers and aberrant molecular mechanisms responsible for controlling ion homeostasis and muscle repair process. The transcriptional alteration, when WS progressed from mild to moderate, also influenced metabolisms of macronutrients and small biomolecules. In the development of severe WS lesion, besides the potential leak of the ions, the changes in expression of several genes resemble those found in highly proliferating cells. In addition to the link with an intensive selection for fast-growing and enlarged muscle mass, this study has shown an alteration of the circadian clock system at transcriptional level. The current findings offer evidence that both the intensive, selective breeding and overall management of the modern broiler may play roles in development and severe progression of this myopathy. Optimizing rather than maximizing growth performance of broilers should be prioritized to ensure security of this inexpensive protein source and the sustainability of poultry industry.

## Data Availability Statement

The datasets generated for this study can be found in the NCBI GEO Series GSE107362 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE107362), Platform GPL24307 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GPL24307).

## Ethics Statement

All samples were purchased in the form of whole carcasses from the commercial processing plant. Neither experimental treatments nor scientific procedures were subjected to the living animals. Thereby, according to BIOTEC Institutional Animal Care and Use Committee, the ethical approval was not exempted.

## Author Contributions

YM, WR, and WV conceived and designed the experiments as well as acquired the funding. YM, TU, YS, SA, and KT performed the experiments and analyzed the data. YM, TU, WR, FS, and GS drafted the manuscript. All authors read and approved the final manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## References

[B1] AbeJ. I.KoK. A.KotlaS.WangY.Paez-MayorgaJ.ShinI. J. (2019). MAGI1 as a link between endothelial activation and ER stress drives atherosclerosis. *JCI Insight.* 4:e125570. 10.1172/jci.insight.125570 30944250PMC6483653

[B2] AggarwalA.CostaM. J.Rivero-GutiérrezB.JiL.MorganS. L.FeldmanB. J. (2017). The circadian clock regulates adipogenesis by a Per3 crosstalk pathway to Klf15. *Cell Rep.* 21 2367–2375. 10.1016/j.celrep.2017.11.004 29186676PMC5728416

[B3] AghababazadehM.DorrakiN.JavanF. A.FattahiA. S.GharibM.PasdarA. (2017). Downregulation of caspase 8 in a group of Iranian breast cancer patients - a pilot study. *J. Egypt. Natl. Canc. Inst.* 29 191–195. 10.1016/j.jnci.2017.10.001 29233452

[B4] AugustinH. G.KohG. Y.ThurstonG.AlitaloK. (2009). Control of vascular morphogenesis and homeostasis through the angiopoietin-Tie system. *Nat. Rev. Mol. Cell Biol.* 10 165–177. 10.1038/nrm2639 19234476

[B5] BaarM. P.PerdigueroE.Muñoz-CánovesP.de KeizerP. L. (2018). Musculoskeletal senescence: a moving target ready to be eliminated. *Curr. Opin. Pharmacol.* 40 147–155. 10.1016/j.coph.2018.05.007 29883814

[B6] BaudrimontA.JaquetV.WallerichS.VoegeliS.BecskeiA. (2019). Contribution of RNA degradation to intrinsic and extrinsic noise in gene expression. *Cell Rep.* 26 3752–3761. 10.1016/j.celrep.2019.03.001 30917326

[B7] BerchtoldM. W.VillaloboA. (2014). The many faces of calmodulin in cell proliferation, programmed cell death, autophagy, and cancer. *BBA Mol. Cell. Res.* 1843 398–435. 10.1016/j.bbamcr.2013.10.021 24188867

[B8] BoerboomG.van KempenT.Navarro-VillaA.Pèrez-BonillaA. (2018). Unraveling the cause of white striping in broilers using metabolomics. *Poult. Sci.* 97:3977. 10.3382/ps/pey266 29931266PMC6162359

[B9] BolstadB. (2017). *PreprocessCore**: A Collection Of Pre-Processing Functions. R Package Version 1.40.0.* Available at: https://github.com/bmbolstad/preprocessCore (accessed July 23, 2018).

[B10] CamarilloC.SwerdelM.HartR. P. (2011). Comparison of microarray and quantitative real-time PCR methods for measuring MicroRNA levels in MSC cultures. *Methods Mol. Biol.* 698 419–429. 10.1007/978-1-60761-999-4_3021431535PMC4442613

[B11] ChanK. K. M.SeetharamanA.BaggR.SelmanG.ZhangY.KimJ. (2014). EVA-1 functions as an UNC-40 Co-receptor to enhance attraction to the MADD-4 guidance cue in *Caenorhabditis elegans*. *PLoS Genet.* 10:e1004521. 10.1371/journal.pgen.1004521 25122090PMC4133157

[B12] ChangF.LeeJ. T.NavolanicP. M.SteelmanL. S.SheltonJ. G.BlalockW. L. (2003). Involvement of PI3K/Akt pathway in cell cycle progression, apoptosis, and neoplastic transformation: a target for cancer chemotherapy. *Leukemia* 17 590–603. 10.1038/sj.leu.2402824 12646949

[B13] ChenX.CaoQ.LiaoR.WuX.XunS.HuangJ. (2019). Loss of ABAT-mediated GABAergic system promotes basal-like breast cancer progression by activating Ca2+-NFAT1 axis. *Theranostics* 9 34–47. 10.7150/thno.29407 30662552PMC6332792

[B14] ChristovC.ChrétienF.Abou-KhalilR.BassezG.ValletG.AuthierF. J. (2007). Muscle satellite cells and endothelial cells: close neighbors and privileged partners. *Mol. Biol. Cell.* 18 1397–1409. 10.1091/mbc.e06-08-0693 17287398PMC1838982

[B15] ChuM.LiT.ShenB.CaoX.ZhongH.ZhangL. (2016). Angiopoietin receptor Tie2 is required for vein specification and maintenance via regulating COUP-TFII. *eLife* 5:e21032. 10.7554/eLife.21032 28005008PMC5218530

[B16] Conde-PérezprinaJ. C.León-GalvánM. ÁKonigsbergM. (2012). DNA mismatch repair system: repercussions in cellular homeostasis and relationship with aging. *Oxid. Med. Cell. Longev.* 2012:728430. 10.1155/2012/728430 23213348PMC3504481

[B17] DattaK.FuentesJ. L.MaddokJ. R. (2005). The yeast GTPase Mtg2p is required for mitochondrial translation and partially suppresses an rRNA methyltransferase mutant, mrm2. *Mol. Biol. Cell.* 16 954–963. 10.1091/mbc.e04-07-0622 15591131PMC545925

[B18] De JongA.BuchiliR.RobbinsD. (2002). Characterization of sperm protein 17 in human somatic and neoplastic tissue. *Cancer Lett.* 186 201–209. 10.1016/s0304-3835(02)00350-612213290

[B19] DongY.XuW.LiuC.LiuP.LiP.WangK. (2019). Reactive oxygen species related noncoding RNAs as regulators of cardiovascular diseases. *Int. J. Biol. Sci.* 15 680–687. 10.7150/ijbs.30464 30745854PMC6367576

[B20] DornanD.BheddahS.NewtonK.InceW.FrantzG. D.DowdP. (2004). COP1, the negative regulator of p53, is overexpressed in breast and ovarian adenocarcinomas. *Cancer Res.* 64 7226–7230. 10.1158/0008-5472.CAN-04-2601 15492238

[B21] FloreaA. M.YamoahE. N.DoppE. (2005). Intracellular calcium disturbances induced by arsenic and its methylated derivatives in relation to genomic damage and apoptosis induction. *Environ. Health Perspect.* 113 659–664. 10.1289/ehp.7634 15929885PMC1257587

[B22] FriedmanD. W.BoydC. D.NortonP.GrecoR. S.BoyarskyA. H.MackenzieJ. W. (1993). Increases in type III collagen gene expression and protein synthesis in patients with inguinal hernias. *Ann. Surg.* 218 754–760. 10.1097/00000658-199312000-00009 7710461PMC1243071

[B23] GaoJ.ZhaoC.LiuQ.HouX.LiS.XingX. (2018). Cyclin G2 suppresses Wnt/β-catenin signaling and inhibits gastric cancer cell growth and migration through Dapper1. *J Exp. Clin. Cancer Res.* 37:317. 10.1186/s13046-018-0973-2 30547803PMC6295076

[B24] GonçalvesI.HultmanK.DunérP.EdsfeldtA.HedbladB.FredriksonG. N. (2016). High levels of cathepsin D and cystatin B are associated with increased risk of coronary events. *Open Heart* 3:e000353. 10.1136/openhrt-2015-000353 26848396PMC4731836

[B25] GwozdzT.Dutko-GwozdzJ.SchaferC.BolotinaV. M. (2012). Overexpression of Orai1 and STIM1 proteins alters regulation of store-operated Ca2+ entry by endogenous mediators. *J. Biol. Chem.* 287 22865–22872. 10.1074/jbc.M112.356626 22549787PMC3391152

[B26] HamiltonS. L.SeryshevaI.StrasburgG. M. (2000). Calmodulin and excitation-contraction coupling. *News Physiol. Sci.* 15 281–284. 10.1152/physiologyonline.2000.15.6.281 11390927

[B27] HarfmannB. D.SchroderE. A.EsserK. A. (2015). Cirdadian rhythms, the molecular clock, and skeletal muscle. *J. Biol. Rhythms* 30 84–94. 10.1177/0748730414561638 25512305PMC4470613

[B28] HuangW.KazmierczakK.ZhouZ.Aguiar-PulidoV.NarasimhanG.Szczesna-CordaryaD. (2016). Gene expression patterns in transgenic mouse models of hypertrophic cardiomyopathy caused by mutations in myosin regulatory light chain. *Arch. Biochem. Biophys.* 601 121–132. 10.1016/j.abb.2016.02.022 26906074PMC5370580

[B29] HuangY.KongY.ZhangL.HeT.ZhouX.YanY. (2018). High expression of ITGA3 promotes proliferation and cell cycle progression and indicates poor prognosis in intrahepatic cholangiocarcinoma. *BioMed. Res. Int.* 2018:2352139. 10.1155/2018/2352139 29511671PMC5817212

[B30] JiX. D.LiG.FengY. X.ZhaoJ. S.LiJ. J.SunZ. J. (2011). EphB3 is overexpressed in non-small-cell lung cancer and promotes tumor metastasis by enhancing cell survival and migration. *Cancer Res.* 71 1156–1166. 10.1158/0008-5472.CAN-10-0717 21266352

[B31] KadamarG.RossE. M. (2013). Mammalian phospholipase C. *Annu. Rev. Physiol.* 75 127–154. 10.1146/annurev-physiol-030212-183750 23140367

[B32] KanehisaM.GotoS.SatoY.FurumichiM.TanabeM. (2012). KEGG for integration and interpretation of large-scale molecular data sets. *Nucleic Acids Res.* 40 D109–D114. 10.1093/nar/gkr988 22080510PMC3245020

[B33] KhaitanD.NingarajN. (2019). Evidence of calcium-activated potassium channel subunit alpha-1 as a key promoter of glioma growth and tumorigenicity. *Glioma* 2 46–54. 10.4103/glioma.glioma_44_18

[B34] KimN. H.ChaY. H.LeeJ.LeeS. H.YangJ. H.YunJ. S. (2017). Snail reprograms glucose metabolism by repressing phosphofructokinase PFKP allowing cancer cell survival under metabolic stress. *Nat. Commun.* 8:14374. 10.1038/ncomms14374 28176759PMC5309788

[B35] KoivunenP.TiainenP.HyvärinenJ.WilliamsK. E.SormunenR.KlausS. J. (2007). An endoplasmic reticulum transmembrane prolyl 4-hydroxylase is induced by hypoxia and acts on hypoxia-inducible factor α. *J. Biol. Chem.* 282 30544–30552. 10.1074/jbc.M704988200 17726031

[B36] KojimaM.NakajimaI.ArakawaA.MikawaS.MatsumotoT.UenishiH. (2018). Differences in gene expression profiles for subcutaneous adipose, liver, and skeletal muscle tissues between Meishan and Landrace pigs with different backfat thicknesses. *PLoS One* 13:e0204135. 10.1371/journal.pone.0204135 30240433PMC6150482

[B37] KoshijiM.ToK. K.HammerS.KumamotoK.HarrisA. L.ModrichP. (2005). HIF-1α induces genetic instability by transcriptionally downregulating MutSα Expression. *Mol. Cell.* 17 793–803. 10.1016/j.molcel.2005.02.015 15780936

[B38] KruideringM.EvanG. I. (2000). Caspase-8 in apoptosis: the beginning of “the end”? *IUBMB Life* 50 85–90. 10.1080/713803693 11185963

[B39] KuttappanV. A.BottjeW.RamnathanR.HartsonS. D.CoonC. N.KongB. W. (2017). Proteomic analysis reveals changes in carbohydrate and protein metabolism associated with broiler breast myopathy. *Poult. Sci.* 96 2992–2999. 10.3382/ps/pex069 28499042

[B40] KuttappanV. A.HargisB. M.OwensC. M. (2016). White striping and woody breast myopathies in the modern poultry industry: a review. *Poult. Sci.* 95 2724–2733. 10.3382/ps/pew216 27450434

[B41] KuttappanV. A.LeeY. S.ErfG. F.MeullenetJ. F.McKeeS. R.OwensC. M. (2012). Consumer acceptance of visual appearance of broiler breast meat with varying degrees of white striping. *Poult. Sci.* 91 1240–1247. 10.3382/ps.2011-01947 22499884

[B42] KuttappanV. A.ShivaprasadH. L.ShawD. P.ValentineB. A.HargisB. M.ClarkF. D. (2013). Pathological changes associated with white striping in broiler breast muscles. *Poult. Sci.* 92 331–338. 10.3382/ps.2012-02646 23300297

[B43] LaneJ. D.VergnolleM. A.WoodmanP. G.AllanV. J. (2001). Apoptotic cleavage of cytoplasmic dynein intermediate chain and p150(Glued) stops dynein-dependent membrane motility. *J. Cell Biol.* 153 1415–1426. 10.1083/jcb.153.7.1415 11425872PMC2150727

[B44] LauraR. P.RossS.KoeppenH.LaskyL. A. (2002). MAGI-1: a widely expressed, alternatively spliced tight junction protein. *Exp. Cell Res.* 275 155–170. 10.1006/excr.2002.5475 11969287

[B45] LeekJ.McShaneB. B.GelmanA.ColquhounD.NuijtenM. B.GoodmanS. N. (2017). Five ways to fix statistics. *Nature* 551 557–559. 10.1038/d41586-017-07522-z29189798

[B46] LenaA.RechichiM.SalvettiA.VecchioD.EvangelistaM.RainaldiG. (2010). The silencing of adenine nucleotide translocase isoform 1induces oxidative stress and programmed cell death in ADF human glioblastoma cells. *FEBS J.* 277 2853–2867. 10.1111/j.1742-4658.2010.07702.x 20528917

[B47] LiuL.ChenB.ZhangX.TanL.WangD. W. (2017). Increased cathepsin D correlates with clinical parameters in newly diagnosed type 2 diabetes. *Dis. Markers* 2017:5286408. 10.1155/2017/5286408 29375176PMC5742441

[B48] LivakK. J.SchmittgenT. D. (2001). Analysis of relative gene expression data using real-time quantitative PCR and the 2(-Delta Delta C(T) Method. *Methods* 25 402–408. 10.1006/meth.2001.1262 11846609

[B49] MalilaY.SrimarutY.U-chupajJ.StrasburgG.VisessanguanW. (2015). Monitoring of chicken RNA integrity as a function of prolonged postmortem duration. *Asian Austr. J. Anim. Sci.* 28 1649–1656. 10.5713/ajas.15.0167 26580287PMC4647106

[B50] MalilaY.ThanatsangK.ArayamethakornS.UengwetwanitT.SrimarutY.PetracciM. (2019). Absolute expressions of hypoxia-inducible factor-1 alpha (HIF1A) transcript and the associated genes in chicken skeletal muscle with white striping and wooden breast myopathies. *PLoS One* 14:e0220904. 10.1371/journal.pone.0220904 31393948PMC6687142

[B51] MalilaY.U-chupajJ.SrimarutY.ChaiwiwattrakulP.UengwetwanitT.ArayamethakornS. (2018). Monitoring of white striping and wooden breast cases and impacts on quality of breast meat collected from commercial broilers (Gallus gallus). *Asian Austr. J. Anim. Sci.* 31 1807–1817. 10.5713/ajas.18.0355 30145875PMC6212750

[B52] MarchesiJ. A. P.IbelliA. M. G.PeixotoJ. O.CantãoM. E.PandolfiJ. R. C.MarcianoC. M. M. (2019). Whole transcriptome analysis of the pectoralis major muscle reveals molecular mechanisms involved with white striping in broiler chickens. *Poult. Sci.* 98 590–601. 10.3382/ps/pey429 30239913

[B53] MilburnM.TongL.deVosA.BrungerA.YamaizumiZ.NishimuraS. (1990). Molecular switch for signal transduction: structural differences between active and inactive forms of protooncogenic ras proteins. *Science* 247 939–945. 10.1126/science.2406906 2406906

[B54] MillerC. (2000). An overview of the potassium channel family. *Genome Biol.* 1:reviews0004.1. 10.1186/gb-2000-1-4-reviews0004 11178249PMC138870

[B55] MüllerC.SchillertA.RöthemeierC.TrégouëtD. A.ProustC.BinderH. (2016). Removing batch effects from longitudinal gene expression - quantile normalization plus ComBat as best approach for microarray transcriptome data. *PLoS One* 11:e0156594. 10.1371/journal.pone.0156594 27272489PMC4896498

[B56] MutrynM. F.BrannickE. M.FuW.LeeW. R.AbashtB. (2015). Characterization of a novel chicken muscle disorder through differential gene expression and pathway analysis using RNA-sequencing. *BMC Genomics* 16:399. 10.1186/s12864-015-1623-0 25994290PMC4438523

[B57] NowakD. G.KatsenelsonK. C.WatrudK. E.ChenM.MathewG.D’AndreaV. D. (2019). The PHLPP2 phosphatase is a druggable driver of prostate cancer progression. *J. Cell Biol.* 218 1943–1957. 10.1083/jcb.201902048 31092557PMC6548123

[B58] PampouilleE.Hennequet-AntierC.PraudC.JuanchichA.BrionneA.GodetE. (2019). Differential expression and co- expression gene network analyses reveal molecular mechanisms and candidate biomarkers involved in breast muscle myopathies in chicken. *Sci. Rep.* 9:14905. 10.1038/s41598-019-51521-1 31624339PMC6797748

[B59] PetracciM.CaviniC. (2012). Muscle growth and poultry meat quality issues. *Nutrients* 4 1–12. 10.3390/nu4010001 22347614PMC3277097

[B60] PetracciM.MudalalS.BabiniE.CavaniC. (2014). Effect of white striping on chemical composition and nutritional value of chicken breast meat. *Ital. J. Anim. Sci.* 13 178–183. 10.4081/ijas.2014.3138

[B61] PetracciM.MudalalS.SogliaF.CavaniC. (2015). Meat quality in fast-growing broiler chickens. *Worlds Poult. Sci. J.* 71 363–374. 10.1017/S0043933915000367

[B62] PetracciM.SirriF.MazzoniM.MeluzziA. (2013). Comparison of breast muscle traits and meat quality characteristics in 2 commercial chicken hybrids. *Poult. Sci.* 92 2438–2447. 10.3382/ps.2013-03087 23960128

[B63] PetracciM.SogliaF.MadrugaM.CarvalhoL.IdaE.EstévezM. (2019). Wooden-breast, white striping, and spaghetti meat: causes, consequences and consumer perception of emerging broiler meat abnormalities. *Compr. Rev. Food Sci.* 18 565–583. 10.1111/1541-4337.1243133336940

[B64] Roll-MecakA.ValeR. D. (2008). Structural basis of microtuble severing by the hereditary spastic paraplegia protein spastin. *Nature* 451 363–367. 10.1038/nature06482 18202664PMC2882799

[B65] RussellS. A.BashawG. J. (2018). Axon guidance pathways and the control of gene expression. *Dev. Dyn.* 247 571–580. 10.1002/dvdy.24609 29226467PMC6167058

[B66] SmithA. J.WenY. A.StevensP. D.LiuJ.WangC.GaoT. (2016). PHLPP negatively regulates cell motility through inhibition of Akt activity and integrin expression in pancreatic cancer cells. *Oncotarget* 7 7801–7815. 10.18632/oncotarget.6848 26760962PMC4884955

[B67] SogliaF.MazzoniM.ZappaterraM.Di NunzioM.BabiniE.BordiniM. (2020). Distribution and expression of vimentin and desmin in broiler pectoralis major affected by the growth-related muscular abnormalities. *Front. Physiol.* 10:1581. 10.3389/fphys.2019.01581 32009982PMC6978684

[B68] SteenhardB. M.VanacoreR.FriedmanD.ZelenchukA.StroganovaL.IsomK. (2012). Upregulated expression of integrin α1 in mesangial cells and integrin α3 and vimentin in podocytes of Col4a3-null (Alport) mice. *PLoS One* 7:e50745. 10.1371/journal.pone.0050745 23236390PMC3517557

[B69] SunR.ZhuB.XiongK.SunY.ShiD.ChenL. (2017). Senescence as a novel mechanism involved in β-adrenergic receptor mediated cardiac hypertrophy. *PLoS One* 12:e0182668. 10.1371/journal.pone.0182668 28783759PMC5544424

[B70] TanJ.LeeP. L.LiZ.JiangX.LimY. C.HooiS. C. (2010). B55β-associated PP2A complex controls PDK1-directed Myc signaling and modulates rapamycin sensitivity in colorectal cancer. *Cancer Cell* 18 459–471. 10.1016/j.ccr.2010.10.021 21075311

[B71] TrocinoA.PiccirilloA.BiroloM.RadaelliG.BertottoD.FiliouE. (2015). Effect of genotype, gender and feed restriction on growth, meat quality and the occurrence of white striping and wooden breast in broiler chickens. *Poult. Sci.* 94 2996–3004. 10.3382/ps/pev296 26475069

[B72] TurekF. W.JoshuC.KohsakaA.LinE.IvanovaG. (2005). Obesity and metabolic syndrome in circadian clock mutant mice. *Science* 308 1043–1045. 10.1126/science.1108750 15845877PMC3764501

[B73] TurunenT. A.RobertsT. C.LaitinenP.VäänänenM. A.KorhonenP.MalmT. (2019). Changes in nuclear and cytoplasmic microRNA distribution in response to hypoxic stress. *Sci. Rep.* 9:10332. 10.1038/s41598-019-46841-1 31316122PMC6637125

[B74] VignaleK.CaldasJ. V.EnglandJ. A.BoonsinchaiN.MagnusonA.PollockE. D. (2017). Effect of white striping myopathy on breast muscle (Pectoralis major) protein turnover and gene expression in broilers. *Poult. Sci.* 96 886–893. 10.3382/ps/pew315 27665016

[B75] VolkmanB. F.LiuT. Y.PetersonF. C. (2009). Lymphotactin structural dynamics. *Methods Enzymol.* 461 51–70. 10.1016/S0076-6879(09)05403-219480914PMC3686570

[B76] WangX.ZhaoJ.GuoH.FanQ. (2019). CFLAR is a critical regulator of cerebral ischaemia-reperfusion injury through regulating inflammation and endoplasmic reticulum (ER) stress. *Biomed. Pharmacother.* 117:109155. 10.1016/j.biopha.2019.109155 31387178

[B77] YamagishiR.HosodaN.HoshinoS. (2014). Arsenite inhibits mRNA deadenylation through proteolytic degradation of Tob and Pan3. *Biochem. Biophys. Res. Commun.* 455 323–331. 10.1016/j.bbrc.2014.11.015 25446091

[B78] YunS. H.SimE. H.GohR. Y.ParkJ. I.HanJ. Y. (2016). Platelet activation: the mechanisms and potential biomarkers. *Biomed. Res. Int.* 2016:9060143. 10.1155/2016/9060143 27403440PMC4925965

[B79] ZambonelliP.ZappaterraM.SogliaF.PetracciM.SirriF.CavaniC. (2016). Detection of differentially expressed genes in broiler pectoralis major muscle affected by white striping - wooden breast myopathies. *Poult. Sci.* 95 2771–2785. 10.3382/ps/pew268 27591279

[B80] ZenonosK.KyprianouK. (2013). RAS signaling pathways, mutations and their role in colorectal cancer. *World J. Gastrointest. Oncol.* 5 97–101. 10.4251/wjgo.v5.i5.97 23799159PMC3682174

[B81] ZhangM.WuJ. S.YangX.PangX.LiL.WangS. S. (2018). Overexpression cathepsin D contributes to perineural invasion of salivary adenoid cystic carcinoma. *Front. Oncol.* 8:492. 10.3389/fonc.2018.00492 30430081PMC6220369

[B82] ZhangT.MaierL. S.DaltonN. D.MiyamotoS.RossJ.Jr.BersD. M. (2003). The δC isoform of CaMKII is activated in cardiac hypertrophy and induces dilated cardiomyopathy and heart failure. *Circ. Res.* 92 912–919. 10.1161/01.RES.0000069686.31472.C512676814

[B83] ZhangT.ZhangX.HanK.ZhangG.WangJ.XieK. (2017). Analysis of long noncoding RNA and mRNA using RNA sequencing during the differentiation of intramuscular preadipocytes in chicken. *PLoS One* 12:e0172389 10.1371/journal.pone.01172389PMC531091528199418

[B84] ZhaoM.ChenL.QuH. (2016). CSGene: a literature-based database for cell senescence genes and its application to identify critical cell aging pathways and associated diseases. *Cell Death Dis.* 7:e2053. 10.1038/cddis.2015.414 26775705PMC4816187

[B85] ZhenJ.LuH.WangX. Q.VaziriN. D.ZhouX. J. (2008). Upregulation of endothelial and inducible nitric oxide synthase expression by reactive oxygen species. *Am. J. Hypertens.* 21 28–34. 10.1038/ajh.2007.14 18091741

# Supplementary material for: Transcriptional Profiles of Skeletal Muscle Associated With Increasing Severity of White Striping in Commercial Broilers
**Source:** Front Physiol. 2020 Jun 16;11:580. doi: 10.3389/fphys.2020.00580
**Supplement:** Supplementary file 4

## Slide 1
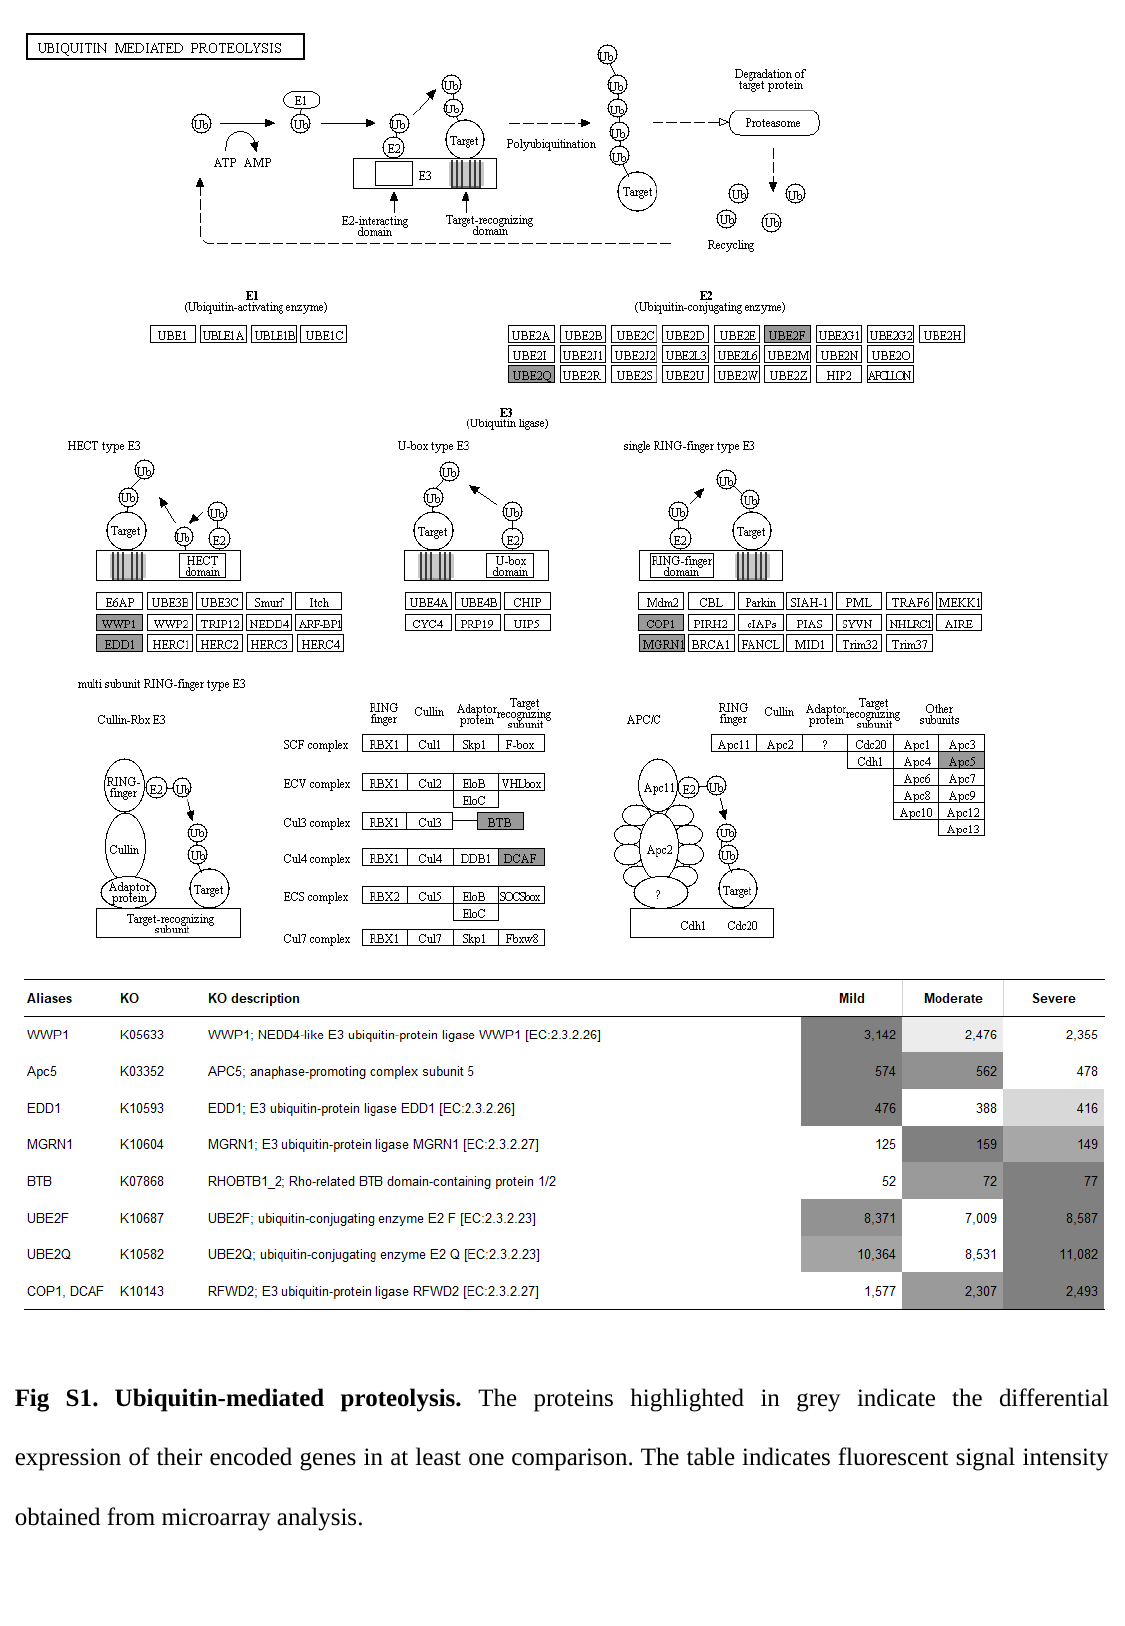

Fig S1. Ubiquitin-mediated proteolysis. The proteins highlighted in grey indicate the differential expression of their encoded genes in at least one comparison. The table indicates fluorescent signal intensity obtained from microarray analysis.

## Slide 2
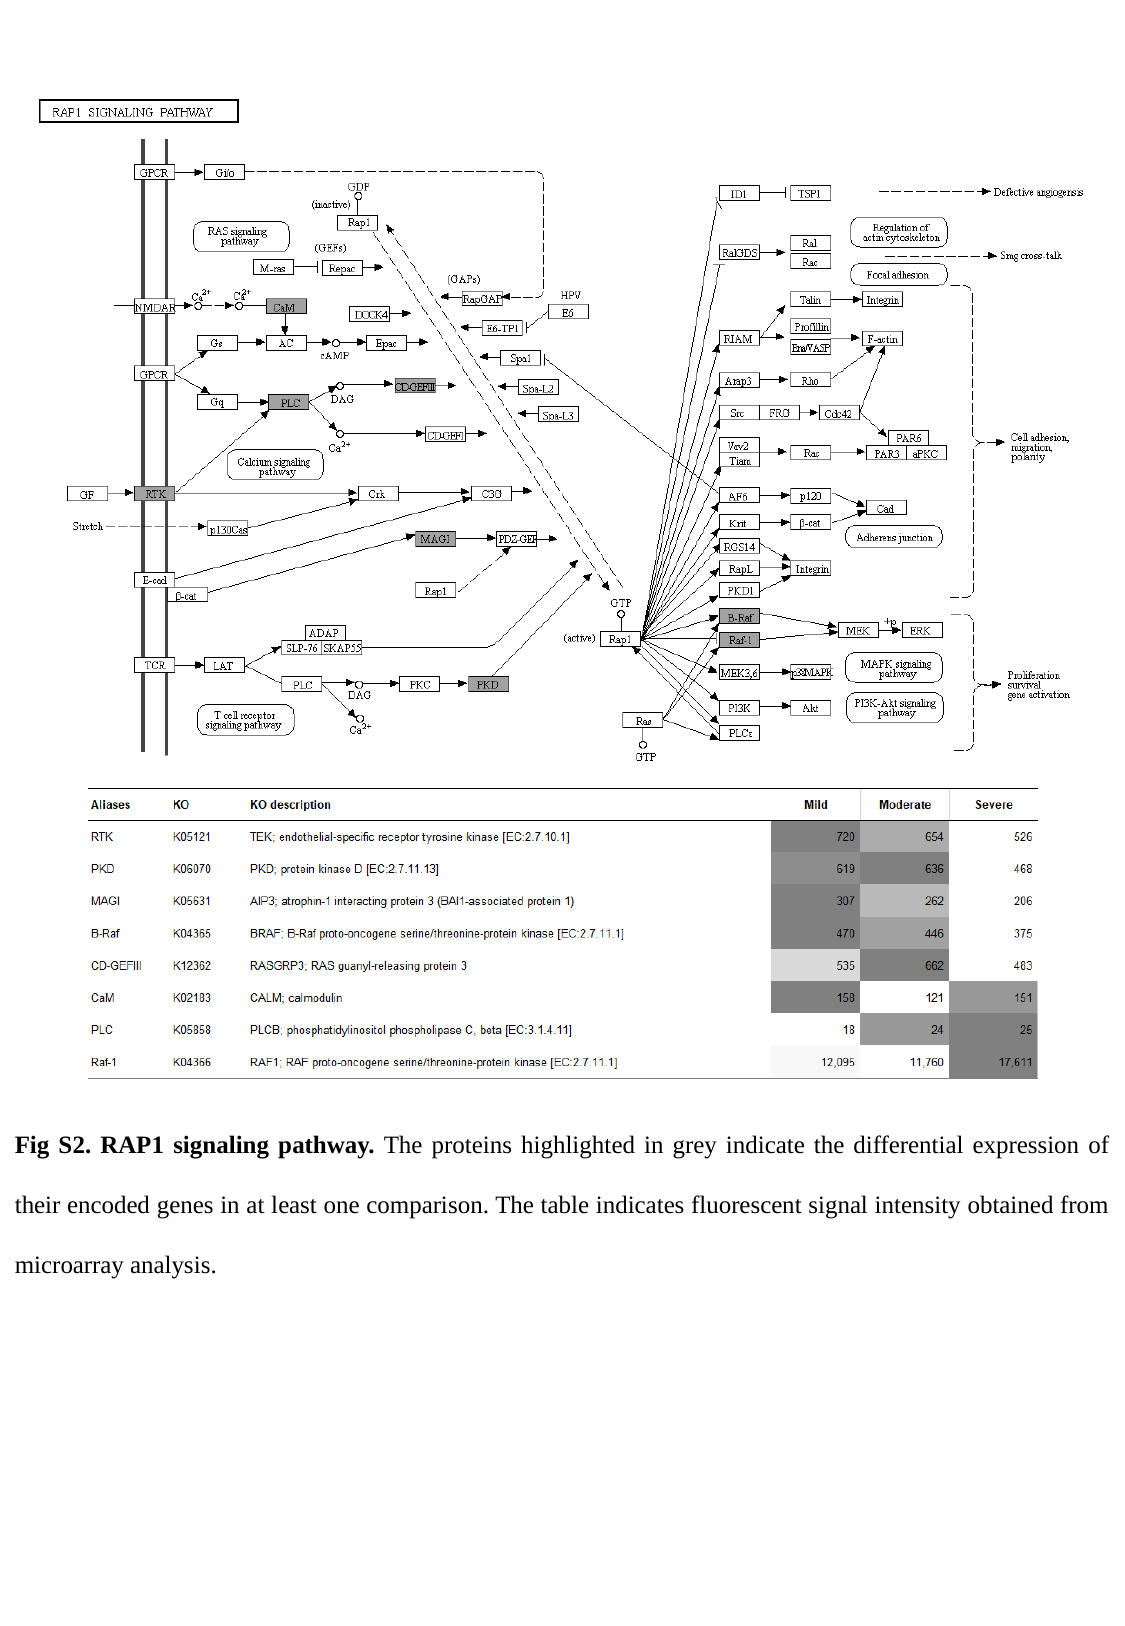

Fig S2. RAP1 signaling pathway. The proteins highlighted in grey indicate the differential expression of their encoded genes in at least one comparison. The table indicates fluorescent signal intensity obtained from microarray analysis.

## Slide 3
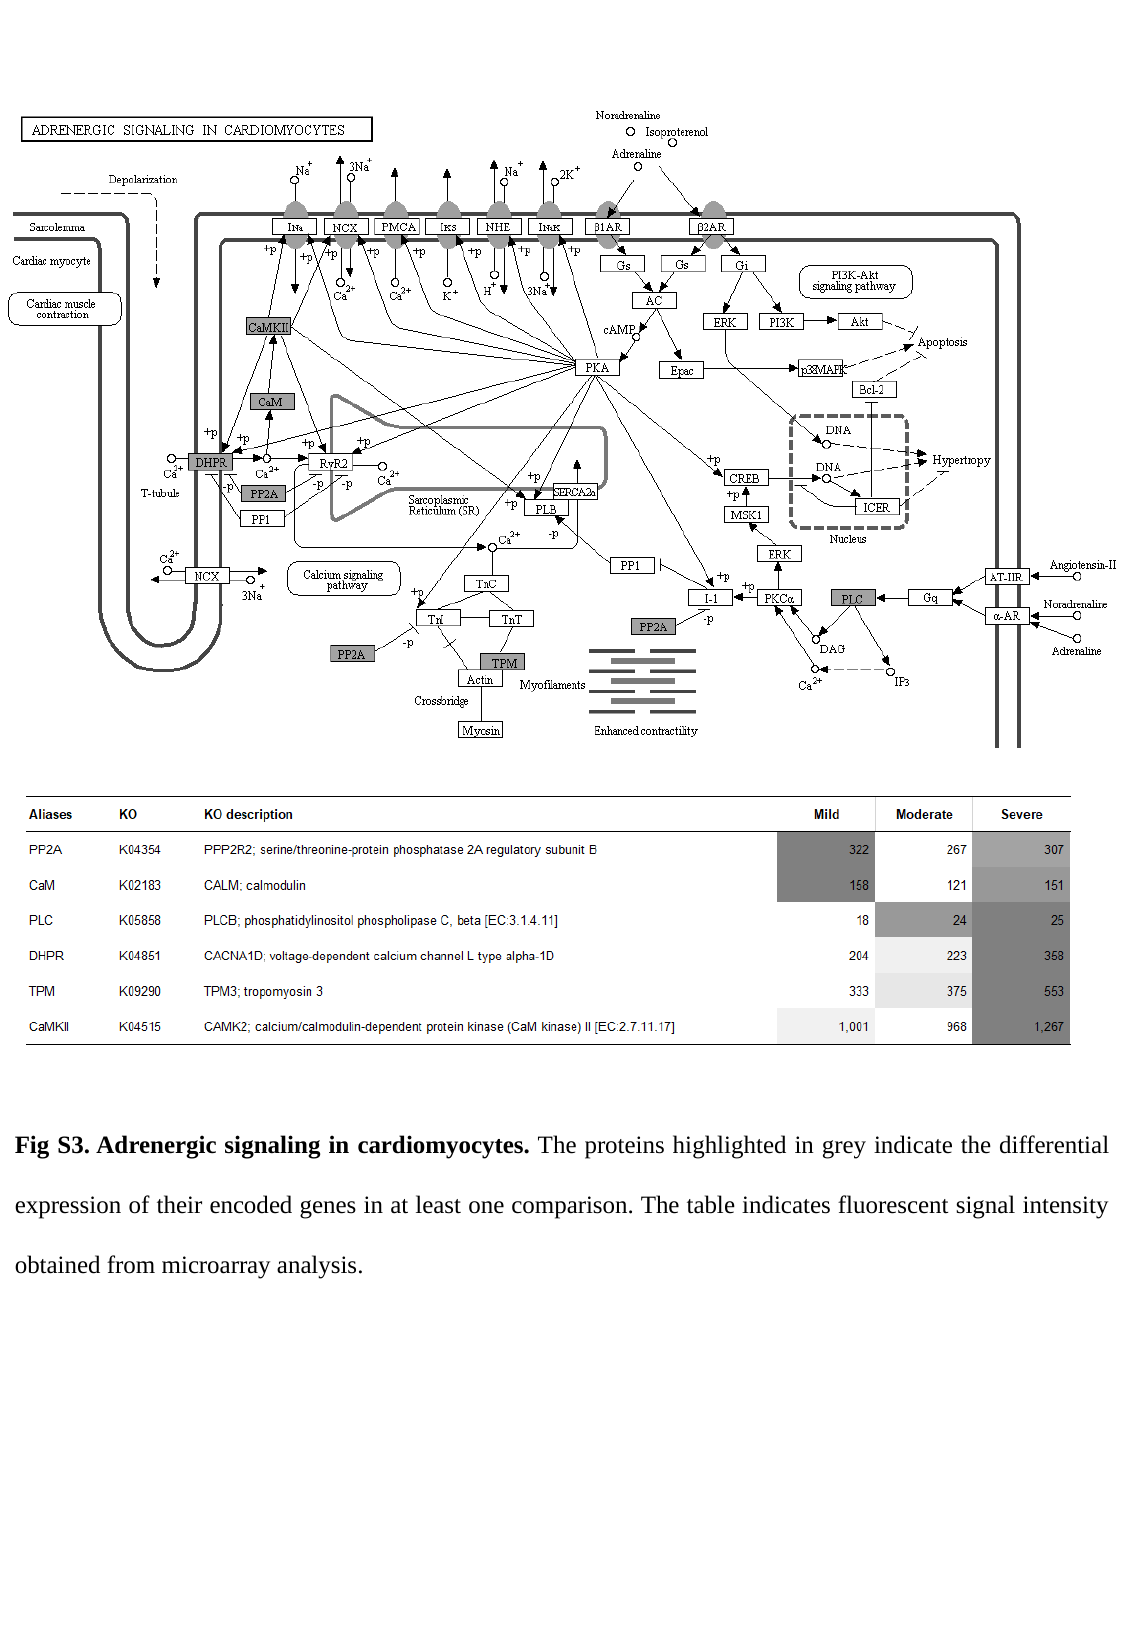

Fig S3. Adrenergic signaling in cardiomyocytes. The proteins highlighted in grey indicate the differential expression of their encoded genes in at least one comparison. The table indicates fluorescent signal intensity obtained from microarray analysis.

## Slide 4
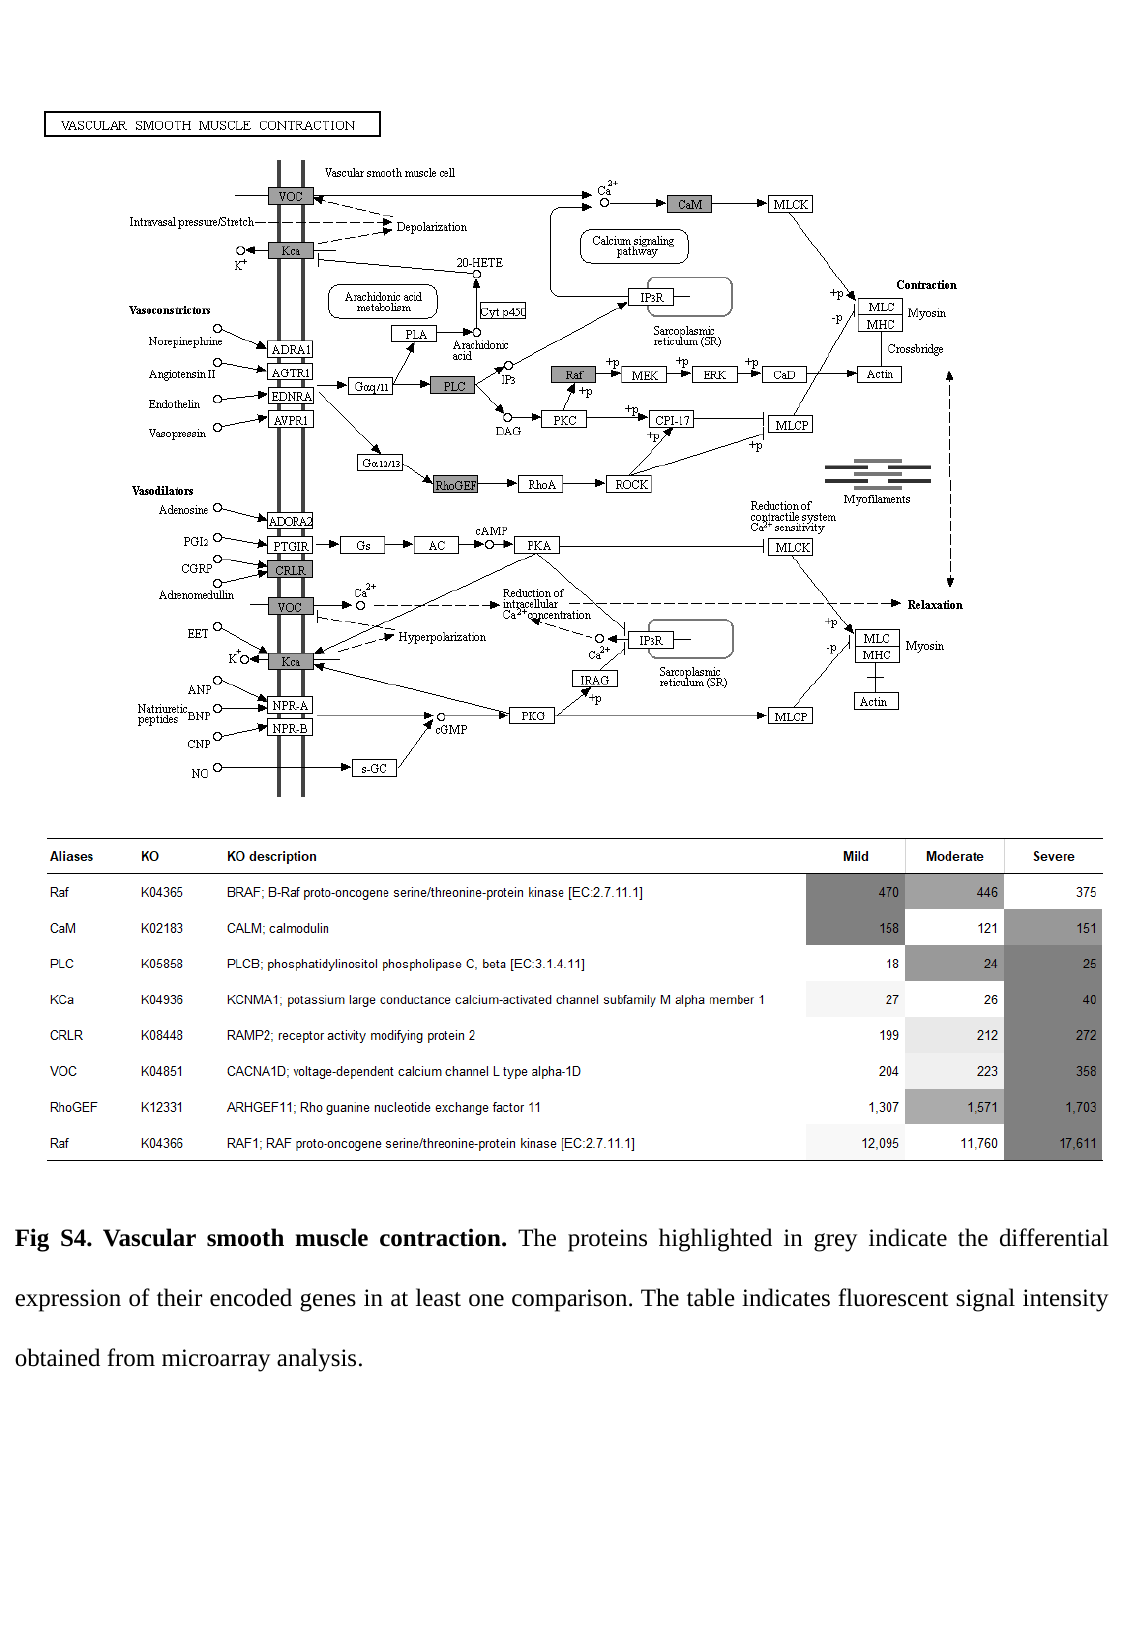

Fig S4. Vascular smooth muscle contraction. The proteins highlighted in grey indicate the differential expression of their encoded genes in at least one comparison. The table indicates fluorescent signal intensity obtained from microarray analysis.

## Slide 5
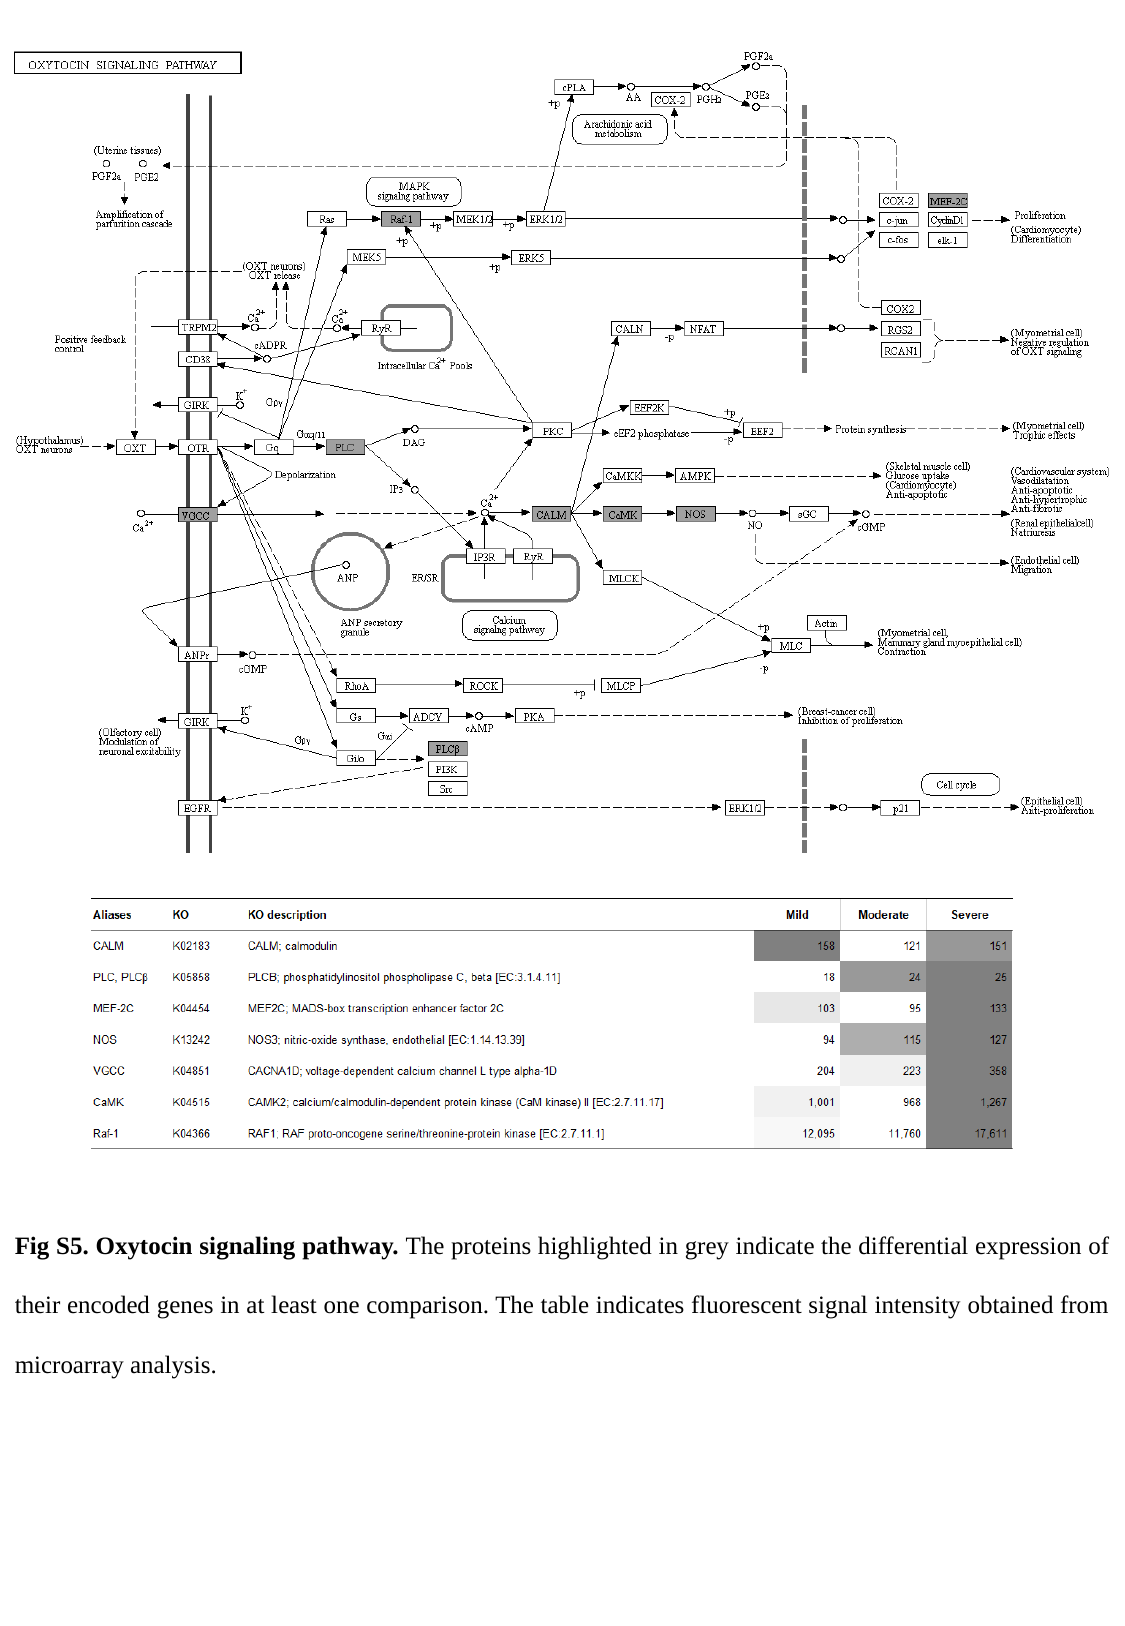

Fig S5. Oxytocin signaling pathway. The proteins highlighted in grey indicate the differential expression of their encoded genes in at least one comparison. The table indicates fluorescent signal intensity obtained from microarray analysis.

How the deposited data were processed for this re-analysis (not part of the article)

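RNA of the pectoralis major of single broilers had been hybridized to custom one-color Agilent chicken arrays. Of the 40 arrays, 7 carry mild WS, 6 moderate WS, 4 severe WS and 4 no WS, and 19 belong to a comparison of severe wooden breast (WB, 8 arrays) with non-WB (11 arrays). The condition of each array was taken from its title and the description of the series. For the WS arrays another label field places the level under the wooden breast defect. The paper excludes birds with WB and reports no bird without WS, so the comparisons with non-WS and of WB appear only among the additional observations.

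The authors scanned the arrays and quantified the signal intensities with Feature Extraction 10.7.1.1; the deposited scanner output gives, per spot, the background-subtracted processed signal intensity, the median spot and background intensities and quality flags. These intensities were not normalized between arrays and were used on their linear scale before log2 transformation. A second set of deposited intensities had been normalized by the authors, and they equal the processed signal on the WB arrays. On the WS arrays they differ from it, with a correlation of logs between 0.987 and 0.997. These normalized intensities served only as an alternative. The median signal over background per array lay between 4.04 and 12.6, and between 65.3% and 77.4% of spots were well above background. For arrays the number of birds limits the precision.

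Probes with more than 1 spot were averaged. Probes were kept when they were well above background, not flagged as non-uniform or as outliers and at a processed signal of 20 or more on every array of a comparison. Processed signals were quantile normalized, log2 transformed and fitted with limma 3.58.1 in R 4.3.3, with the slide as a fixed factor and moderated variances. The WS levels were fitted together over 17 arrays, the non-WS arrays with them over 21 arrays, and the WB arrays separately over 19. DEGs were called at a Benjamini-Hochberg FDR of 0.05 or less and a |FC| of 1.2 or more, and log2 fold changes are given with their standard errors (SE). All adjusted p values named in the text come from limma. With the slide as a factor, an array alone on its slide does not inform the fold changes or their SE. This applies to mild WS replicate 7 in both WS fits and to moderate WS replicate 5 in the fit without mild WS replicate 5. The fit over 17 arrays was set before the data were examined. The fit over the paper's 16 arrays was added after seeing the data, once the SDs of Table S2 had singled out mild WS replicate 5 as the array not used.

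The named genes are those the paper names in its text, in Tables 3 to 5 or in Table S3, by the transcript given in Table S2, and the genes of the qPCR set in Table S1. To these come, in each comparison, the 5 DEGs with the largest absolute log2 fold change, or, with no DEG, the 3 probes with the smallest p. Where several probes stand for a transcript, the one with the highest mean signal was used. Probes named outside this rule are said to be so. Overlaps between comparisons were set against 20 simulations of arrays without a change. Lists of marker genes for extracellular matrix, adipocytes, erythrocytes, macrophages, muscle regeneration, and hypoxia and glycolysis were fixed before the tests and tested with camera at an inter-gene correlation of 0.01, with fry and an estimated correlation as alternatives. The calling procedure was tested on simulated data, in which 200 probes were changed by factors of 1.2, 1.5, 2 and 4.

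The alternatives were a normexp background correction with an offset of 50 on the median spot intensities, scaling to the 75th percentile, the authors' normalized intensities, no detection filter, detection in at least one group, no slide term, the slide as a random block, a block by replicate number, each pair of groups fitted alone, an FDR of 0.2, no |FC| criterion, a ratio of arithmetic means as the fold change, and each array left out in turn. The methods of the paper name ComBat followed by log2 transformation and a test per probe, and the text names no batch. This test was run with the slide as batch, an empirical Bayes adjustment written in R and the severity groups kept in its model, once with ComBat on log2 values and once on linear values, the order of the paper. It used the 16 arrays without mild WS replicate 7, which is alone on its slide among the WS arrays. It could not be run by slide on the 16 arrays without mild WS replicate 5, where slides 3 and 5 hold 1 array each. Sets of 100 random splits of the arrays, or all splits where fewer exist, were drawn with a fixed seed. A second set of splits kept the number of arrays of each group on every slide.

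The pathway analyses and the qPCR measurements of the paper were not repeated here. A test of the GC content of the probes was planned and not run.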

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

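The tests on the probe XM_417586.5, on the other *PAN3* transcripts, of splits within slides and of the matched WB slide were chosen only after the result was seen; the test of *PAN3* without 1 array and the unrestricted splits were planned.

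Among 120 groups of arrays of the named genes, 8 had an array farther from the others than Dixon's 95% limit, where chance gives about 1 in 20, or 6. The ratio of the gap to the range of the group was 0.969 for *PAN3* in moderate WS replicate 4. Here and below, these ratios were taken on log2 intensities, while the intensities are printed on the linear scale. The array stood at a normalized intensity of 227111 against 880.3 to 1048 in the other moderate WS arrays. The spot was not saturated and not marked as an outlier, while its background was marked as non-uniform. Without this array the C2 log2 fold change of *PAN3* was −0.20, a fold change of −1.15, so the decrease of this transcript may rest on a single array. The other 7 *PAN3* transcripts stood at 754 to 868 in this array, a median log2 difference of −0.153 from the other moderate WS arrays, and across the other 16 arrays they correlated with this transcript at 0.900 to 0.964. This argues against a higher abundance of all *PAN3* transcripts in this bird. A spot artifact and a high abundance of this transcript alone stay open, as it was measured once per bird.

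The other 7 ratios were 0.702 for *XCL1* in moderate WS replicate 4 (47.4 against 84.3 to 108), 0.674 for *P4HTM* in mild WS replicate 5 (644 against 191 to 284), 0.573 for *ITGA3* in mild WS replicate 6 (506 against 822 to 1179), 0.846 for *ITGA3* in severe WS replicate 2 (1379 against 1038 to 1085), 0.704 for *CAMK2D* in moderate WS replicate 5 (583 against 1002 to 1258), 0.683 for *DES* in mild WS replicate 7 (20627 against 10318 to 12848) and 0.677 for *PHKB* in moderate WS replicate 5 (2751 against 5230 to 7106). Of these arrays, mild WS replicates 5, 6 and 7 and moderate WS replicate 5 are on slides 3 to 5, so that their distance from the others includes any difference between slides. With 6 of 120 groups expected past the limit, the number of such arrays gives no pattern beyond chance.

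Of the arrays the paper does not report on, 4 carry no WS. Against these, limma called 1 DEG in mild WS and 1 in severe WS, both the probe XM_417586.5, and 0 in moderate WS. Its log2 fold change was 1.5702 (SE 0.21, adjusted p = 0.0479) in mild WS and 1.64 (SE 0.22, adjusted p = 0.0463) in severe WS, higher in 4 of 4 arrays of each on slides 1 and 2. Though it was not called in moderate WS, the moderate WS arrays on slides 1 and 2 were also higher. They stood at normalized intensities of 166 to 301, against 61.5 to 106 in non-WS. For moderate WS, 4733 probes passed without adjustment, and the methods' test after ComBat called 514. Grouping by chance can be excluded for the number of probes at the unadjusted threshold in mild WS (2 of 100 splits as large) and in moderate WS (2 of 100), but not in severe WS (19 of 35). These splits moved arrays between slides, and slides 3 to 5 hold no non-WS array. Splits that kept the number of arrays of each group on every slide gave as many in 1 of 36, the real one, in mild WS, in 1 of 36 in moderate WS and in 10 of 18 in severe WS, where 18 splits are too few to exclude chance. For the number of probes called at the FDR, 14 of 100 splits in mild WS and 4 of 35 in severe WS gave as many, and 4 of 36 and 3 of 18 within slides, and grouping by chance stays open for these calls. A single non-WS array does not account for the difference of XM_417586.5 in severe WS, since its log2 fold change was at least 1.491 with each non-WS array left out. The non-WS arrays took the same positions on both slides, so those slides alone cannot tell the position from the condition for this probe. On slides 3 to 5, the arrays at those positions, all severe WB, stood at 193 to 456, against 61.5 to 106 in non-WS. Within severe WB, arrays at those positions lay on average 0.25 above the next position on the log2 scale. Only 1 array per slide was at the latter. On slide 3, severe WB with moderate WS replicate 2 fell below it (193 against 260). This argues against a lowering by the position, alike on all slides, as the whole cause. A difference in WS, in the flock or a part played by the position may each contribute and stays open.

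The 19 arrays of the WB comparison were not reported on by the paper either. Between 8 severe WB and 11 non-WB arrays, limma called 9580 DEGs, 4681 higher and 4899 lower in severe WB. The 5 with the largest log2 fold change were *MMP9* at 3.71, *PTX3* at 3.52, XM_015284051.1 at 3.28, *CSRP3* at 3.27 and XM_015287040.1 at 3.26, higher in 8, 8, 8, 8 and 7 of 8 severe WB arrays. Grouping by chance can be excluded, as 1 of 100 splits, the real one, gave as many probes, and also 1 of 100 within slides. Severe WB arrays held earlier positions on each slide than non-WB arrays, and position and WB are confounded in this design. The WB groups also differ in their WS level and age, except on slide 3, where 3 severe WB and 3 non-WB arrays share both. On slide 5, the 2 severe WB arrays and 3 of the non-WB arrays also share mild WS and 49 days. The probes called on slides 4 and 5 thus rest in part on birds alike in both. Of 6286 probes called on slides 4 and 5 alone, 5669 (90.2%) changed in the same direction on slide 3, with a median log2 difference of 0.380 in that direction. This was the largest of the 20 labelings of the 6 arrays, the next being 0.272. This argues against WS level and age as the whole cause. A part played by them, the position and WB itself stay open.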

How the results depend on the processing

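The fits over the paper's 16 arrays, the ComBat settings without severity groups and on the authors' values, the count with *SLC25A4* and the FDR of 0.2 combined with another alternative were chosen only after the data had been seen; all other alternatives were planned.

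The 14 results that answer a comparison stayed within 1.5 times their value or within their direction in 163 settings and moved in 87. Single genes and marker lists stayed on their side in 638 settings, and 5 became stronger, 13 weaker and 5 reversed. The transcripts of Table S2 with the sign of the table numbered 90 to 91 in C1, 135 to 136 in C2 and 286 to 294 in C3 over all alternatives run, with 289 in C3 without the slide, 293 with a random block and 286 with the ratio of means. The genes with 1 direction across severity numbered 5 to 6 of 8 with *SLC25A6*, which Table 4 lists, and 7 with *SLC25A4*, which the text names, in its place. With *SLC25A4* the number lay between 6 and 7 in the other alternatives and between 5 (without moderate WS replicate 2) and 7 with each array left out. No adjusted p was available for *PLCB2* and *KCNMA1*, whose signal over background was too low for the filter.

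The cause was not tested for any of the following changes, apart from the C1 count after ComBat. In C1, where limma called 0 DEGs, scaling to the 75th percentile called 2 (both *EVA1B*), a random slide block 1 (*EVA1B*) and the FDR of 0.2 4 (*P2RY14*, *GSTA4* and the 2 probes of *EVA1B*). The probes named here and below were chosen after their values were seen. The methods' test after ComBat on log2 values called 192 in C1, 1 in C2 (*MRRF*) and 49 in C3. With ComBat on linear values, the order of the paper, it called 151, 2 (*MRRF* and XM_015277095.1) and 92, and on log2 values without adjustment of p 3957, 3982 and 4644. With ComBat run without the severity groups it called 30 in C1, 0 in C2 and 1 in C3 (LOC100859434). On the authors' own values the same test called 0, 0 and 0, with 1520, 1245 and 2489 probes at the unadjusted p. With each array left out, C1 gave 0 to 1 (1 without mild WS replicate 2, *EVA1B*), C2 0 to 1 (1 without severe WS replicate 1, *DNAJC11*) and C3 0 to 0. At the FDR of 0.2, these ranges were 0 to 14 (14 without mild or moderate WS replicate 6), 0 to 1 (*DNAJC11* without severe WS replicate 1, *NME3* without severe WS replicate 2) and 0 to 273 (273 without mild WS replicate 3, against at most 1, *NME3*, without any other array). The methods' test at the FDR of 0.2 called 3117, 1791 and 3709, on linear values 2858, 1756 and 3300, without the severity groups 659, 29 and 566 and on the authors' values 0, 0 and 0.

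Against non-WS, limma called 1 DEG in mild WS, 0 in moderate WS and 1 in severe WS. The normexp background correction gave 5, 29 and 0, no detection filter 4, 2 and 0, and a random slide block 19, 11 and 1. Detection in at least 1 group gave 2 in mild and 0 in severe WS, no slide term 11 in mild WS, and the authors' values, the replicate block and each pair fitted alone 0 in mild and 0 in severe WS. Scaling to the 75th percentile gave 0 in severe WS. The FDR of 0.2 gave 1687, 1707 and 3. The methods' test after ComBat gave 809, 514 and 0, on linear values 674, 338 and 0, and without adjustment 6318, 6189 and 1713. Over the paper's 16 arrays with the non-WS arrays, 0 were called in mild and 0 in severe WS. With each array left out, the counts were 0 to 144 in mild WS (144 without mild WS replicate 3), 0 to 154 in moderate WS (154 without moderate WS replicate 6) and 0 to 3 in severe WS (3 without severe WS replicate 4). At the FDR of 0.2 they were 106 to 3072, 209 to 2379 and 0 to 10, and the methods' test at this FDR gave 5906, 5614 and 0, on linear values 5560, 5541 and 0.

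For severe WB against non-WB the 9580 DEGs became 4321 with the replicate block and 14824 at the FDR of 0.2, where leaving out each array gave 12177 to 17515 and the methods' test 15381, on linear values 15231. With each array left out the count lay between 4873 (without severe WB with mild WS at 49 days, replicate 2) and 13649, and in the other alternatives between 7890 and 13886. The count of qPCR fold changes in the direction of an increase was 6 with the normexp background correction, against 17, and 14 to 21 otherwise. The C3 log2 fold change of *SPA17* was reversed to −0.032 as a ratio of means over all 17 arrays, which ignores the slide; the severe WS mean of 953 was under the mean of 974 of all 7 mild WS arrays and above the 878 without mild WS replicate 5. Of 30 marker list tests, 8 passed with camera, 3 with fry, 0 with the estimated correlation and 13 over all probes with camera. The direction of the hypoxia and glycolysis list was reversed under fry in C3 (median −0.063) and in severe WS against non-WS (median −0.017), and over all probes in the latter (−0.077), and that of the muscle regeneration list over all probes in severe WS against non-WS (−0.016).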

Differences from the paper's values

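The paper's number of DEGs is 91 in C1, 136 in C2 and 294 in C3, and limma gave 0, 0 and 0. The paper's numbers of DEGs shared are 8 between C1 and C2, 10 between C1 and C3 and 29 between C2 and C3, and limma gave 0, 0 and 0. None of the alternatives set before the data were examined, taken one at a time, brought any of these 6 counts within 1.5 times the paper's. The FDR of 0.2 together with the fit without mild WS replicate 3, a combination chosen after seeing the values, gave 273 in C3, within 1.5 times the paper's, and 0 in C1 and C2. Among single alternatives, the methods' test after ComBat gave 192 in C1 on log2 values and 151 on linear values, and 92 from the latter in C3. The shared counts from that test on linear values were 0, 1 and 1, and without adjustment of p 956, 1075 and 1690. A 2-group test with a pooled SD was also run on the group means and SDs that Table S2 prints. Its p was over 0.05 for 0 of 91, 5 of 136 and 2 of 294 transcripts. At the p that so many calls among 33364 probes need for an FDR of 0.05, 6, 6 and 42 transcripts passed. The check is rough, as these means and SDs are on the linear scale and the paper tested log2 values.

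Transcripts of Table S2 were called under these settings. The methods' test after ComBat called 34 of them in C1, 1 in C2 and 22 in C3, on linear values 28, 1 and 48, and without adjustment of p 80, 128 and 273. An FDR of 0.2 called 2 in C1, a random slide block 1, scaling to the 75th percentile 1 and the fit without mild WS replicate 2 1. ComBat run without the severity groups, a setting chosen after seeing the values, called 11 in C1 and 1 in C3. With the FDR of 0.2, in combinations also chosen after seeing the values, the methods' test called 78, 122 and 271, on linear values 79, 123 and 260 and without the severity groups 55, 16 and 137. The fits leaving out 1 array called 0 to 2 in C1 at this FDR, 0 in C2 and 0 to 36 in C3 (36 without mild WS replicate 3).

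All 44 fold changes of named genes compared with the paper's kept its sign. On the log2 scale each lay within the residual SD of single arrays from the paper's value. This limit is wider than the SE, and for *PAN3* its SD includes the outlying moderate WS replicate 4. The paper named these genes on the same birds, so the match is not independent evidence. The paper names the transcripts with the largest changes. As ratios of group means, the transcripts it names came first over the 16 arrays and over all 17, with log2 ratios over the 16 of 1.2046 for *C1ORF95* and −1.788 for LOC107057290 in C1, −5.57 for *PAN3* in C2 and 1.448 for LOC107051030 in C3. By the log2 fold change of limma, which takes the slide into account, 4 of the 6 were not first. In C1, *PER3* lay above *C1ORF95* (1.0851 against 1.0827 over the 16 arrays and 1.160 against 1.153 over all 17), and *Mettl21ep* (−1.60 and −1.78) and *GSTA4* (−1.458 and −1.51) lay below LOC107057290 (−1.452 and −1.08). *NPTX2* was lower than *PAN3* in C2 (−2.746 against −1.96 over the 16 arrays and −2.748 against −1.83 over all 17), and LOC107049954 lay above LOC107051030 in C3 (1.103 against 1.06 and 1.345 against 1.03). The paper ranks *CALM* next to the top of C1, and it had a log2 fold change of −0.46 over the 16 arrays and −0.31 over all 17, smaller in size than those of *PER3*, *GSTA4* and *C1ORF95*. It describes all decreased C2 transcripts as changed by less than 1.5-fold, and 11 of 33 had a |FC| of 1.5 or more by limma and 14 as a ratio of means. A steady increase of *CAMK2D* with severity is also described, whereas its C1 log2 fold change was −0.08 over all 17 arrays and 0.05 over the 16, and a steady decrease of *PHKB*, whose C1 log2 fold change was −0.10 and 0.01.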

Other observations

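The tests of ComBat on relabeled arrays and of splits within slides were chosen only after the result was seen; the tests of unrestricted splits, of the position on the slide and of *NPTX2* were planned.

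For C1, C2 and C3, limma called 0 DEGs, and the number of probes at an unadjusted p of 0.05 and a |FC| of 1.2 was set against other splits of the same arrays. As many probes as in the real split were found in 10 of 100 splits for C1, 8 of 100 for C2 and 9 of 100 for C3, with medians of 1214, 1441 and 1523 probes in the other splits against 2647, 2704 and 3160 in the real one. With the number of arrays of each group kept on every slide, 14 of 100 splits, 2 of 36 and 3 of 36 gave as many. Grouping by chance can be excluded in none of these 3 comparisons at this level.

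The methods' test after ComBat on log2 values called 192 probes in C1, and 151 on linear values, whereas limma called 0. A candidate explanation is that ComBat keeps the severity groups while it removes the slides, and that the test afterwards does not count the adjustment. When arrays were relabeled within slides and taken through the same steps on log2 values, 9 of 100 relabelings gave at least as many calls, 59 gave at least 1, the median was 1 and the highest 2748. This fits the explanation, which may account for such calls in these data, and the severity of WS stays open as another source.

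In C1, C2 and C3 alike, the position of an array on its slide changes together with severity on slides 1 and 2. On slides 3 and 4, moderate and mild WS arrays also differ in position. Only the positions of severe and mild WS, those of C3, were tested. Across 32172 probes, which are not independent, the differences between these positions on slides 1 and 2 correlated with those on slides 3 to 5, where other birds take them, at r = 0.137, and at 0.123, 0.0921 and 0.0390 with each of slides 3, 4 and 5. Slides 1 and 2 correlated with each other at 0.150. The birds at these positions on slides 3 to 5 also differ in WB, so that an effect of the position cannot be told apart from that of the birds.

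For *NPTX2*, a single moderate WS array could be the source of the low C2 fold change, as for *PAN3*. Without moderate WS replicate 2, the highest, the C2 log2 fold change was −2.37, which argues against a single array. The biological difference between severe and moderate WS and the position on the slide stay open.

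The authors' normalized values of the arrays with mild, moderate and severe WS and no WS correlated with the processed signals, on the log scale, at 0.996 to 0.997 for arrays on slides 1 and 2 and at 0.987 to 0.988 for those on slides 3 to 5. Between 73 and 207 values per array were below 0 on slides 3 to 5, against at most 2 on slides 1 and 2. No explanation was tested.

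Marker genes were tested as lists in C1, C2, C3, severe WS against non-WS and severe WB against non-WB, in this order. Each value is the median log2 fold change of the detected genes, followed by the adjusted p of camera and the number of genes higher. For the extracellular matrix list (12 of 13 genes detected) the medians were 0.27 (0.0134, 11 higher), −0.29 (0.00640, 0 higher), −0.04 (0.708, 4 higher), 0.31 (7.45e-04, 12 higher) and 0.61 (7.45e-04, 11 higher). The adipocyte list (6 of 9 genes detected) had median log2 fold changes of −0.10 (0.440, 2 higher), −0.35 (0.0919, 1 higher), −0.49 (0.0177, 1 higher), 0.12 (0.303, 3 higher) and −0.17 (0.801, 2 higher). On the erythrocyte list (5 of 9 genes detected) the medians were 0.37 (0.283, 4 higher), −0.04 (0.7102, 2 higher), 0.35 (0.708, 3 higher), −0.63 (0.00640, 0 higher) and 0.58 (0.552, 4 higher). With the macrophage list (7 of 9 genes detected, 8 in WB) the medians were 0.43 (0.0555, 7 higher), −0.28 (0.196, 0 higher), 0.07 (0.801, 6 higher), 0.24 (0.147, 7 higher) and 1.19 (3.91e-04, 8 higher). Across the muscle regeneration list (8 of 12 genes detected) the medians were 0.02 (0.514, 4 higher), 0.24 (0.201, 6 higher), 0.51 (0.0555, 7 higher), 0.10 (0.929, 5 higher) and 0.49 (0.0188, 8 higher). In the hypoxia and glycolysis list (13 of 14 genes detected) the medians were 0.06 (0.147, 7 higher), −0.19 (0.228, 5 higher), −0.06 (0.929, 6 higher), −0.02 (0.929, 5 higher) and −0.18 (0.827, 5 higher). Of the 30 tests, 8 reached an FDR of 0.05 by camera at the preset correlation. Under fry, only those of the extracellular matrix, macrophage and muscle regeneration lists in WB were kept (adjusted p = 0.0463, 0.0211 and 0.0463), and with an estimated correlation none was. These values use the brightest probe of each gene. Over all probes, which are not independent within a gene, the hypoxia and glycolysis list in C1 had a median of 0.15 (17 of 24 probes higher) and an adjusted p of 2.30e-04 by camera, 0.0251 by fry and 0.235 with an estimated correlation. The other lists kept by fry over all probes were those of the extracellular matrix and of macrophages in WB (adjusted p = 0.01005 for each). By camera over all probes, the macrophage list in C1 (0.0408), the muscle regeneration list in C2 (0.0206) and C3 (0.00691) and the adipocyte list in severe WS against non-WS (0.00953) also reached the FDR, which they did not with the brightest probes. Medians of the hypoxia and glycolysis list changed sign over all probes in C3 and in WB. They were 0.12 (16 of 24 probes higher) and 0.32 (14 of 24), without reaching the FDR by camera (adjusted p = 0.159 and 0.0554). The median and the direction of camera differed in sign for the hypoxia and glycolysis list in C3 (mean −0.15, camera higher), in severe WS against non-WS (mean 0.05, camera higher) and in WB (mean −0.04, camera higher), for the adipocyte list in WB (mean 0.06, camera higher) and for the muscle regeneration list in severe WS against non-WS (mean 0.09, camera lower). *DES*, a gene of the lists, is also in Table S2 of the paper. No cell type is inferred from these lists.

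Replicates of different severity with the same number do not form pairs. Across pairs of arrays with the same number, deviations from the group mean correlated between −0.232 and 0.323, and the block by replicate number gave 0 DEGs in C1, C2 and C3. Between arrays of a group, correlations of log2 intensities lay between 0.909 and 0.985.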
